# *S100A4* mRNA-protein relationship uncovered by measurement noise reduction

**DOI:** 10.1007/s00109-020-01898-8

**Published:** 2020-04-15

**Authors:** Angelos-Theodoros Athanasiou, Thomas Nussbaumer, Stefan Kummer, Martin Hofer, Iain G. Johnston, Moritz Staltner, Daniela M. Allmer, Milcah C. Scott, Claus Vogl, Joelle M. Fenger, Jaime F. Modiano, Ingrid Walter, Ralf Steinborn

**Keywords:** Stably consecutive expressed exons, RT-qPCR data normalization, Quantitative immunohistochemistry, mRNA-protein correlation, Cancer, RNA sequencing

## Abstract

**Abstract:**

Intrinsic biological fluctuation and/or measurement error can obscure the association of gene expression patterns between RNA and protein levels. Appropriate normalization of reverse-transcription quantitative PCR (RT-qPCR) data can reduce technical noise in transcript measurement, thus uncovering such relationships. The accuracy of gene expression measurement is often challenged in the context of cancer due to the genetic instability and “splicing weakness” involved. Here, we sequenced the poly(A) cancer transcriptome of canine osteosarcoma using mRNA-Seq. Expressed sequences were resolved at the level of two consecutive exons to enable the design of exon-border spanning RT-qPCR assays and ranked for stability based on the coefficient of variation (*CV*). Using the same template type for RT-qPCR validation, i.e. poly(A) RNA, avoided skewing of stability assessment by circular RNAs (circRNAs) and/or rRNA deregulation. The strength of the relationship between mRNA expression of the tumour marker S100A4 and its proportion score of quantitative immunohistochemistry (qIHC) was introduced as an experimental readout to fine-tune the normalization choice. Together with the essential logit transformation of qIHC scores, this approach reduced the noise of measurement as demonstrated by uncovering a highly significant, strong association between mRNA and protein expressions of *S100A4* (Spearman’s coefficient *ρ* = 0.72 (*p* = 0.006)).

**Key messages:**

• RNA-seq identifies stable pairs of consecutive exons in a heterogeneous tumour.

• Poly(A) RNA templates for RT-qPCR avoid bias from circRNA and rRNA deregulation.

*• HNRNPL* is stably expressed across various cancer tissues and osteosarcoma.

• Logit transformed qIHC score better associates with mRNA amount.

• Quantification of minor *S100A4* mRNA species requires poly(A) RNA templates and dPCR.

**Electronic supplementary material:**

The online version of this article (10.1007/s00109-020-01898-8) contains supplementary material, which is available to authorized users.

## Introduction

High-quality data quantifying different levels of gene expression are indispensable for the complete understanding of biological processes. Multiple processes beyond transcript concentration contribute to establishing the expression level of a protein. Tumour phenotypes often show comparatively little correlation between mRNA and protein expression levels (Spearman’s correlation coefficient (*ρ*) of ~ 0.50 [1]). In addition to biological variation, various measurement errors may compromise predictability of abundance of a cellular protein from its transcript expression level. For example, a targeted proteomics approach minimized technical error in protein measurement by introducing parallel reaction monitoring of spike-in peptides and a gene-specific RNA-to-protein conversion factor, and hence significantly improved predictability of protein copy numbers from mRNA levels (median Pearson’s *r* of 0.93; [2]).

Here, we aimed at reducing the technical error of transcript expression measurement by RT-qPCR, exemplarily demonstrated for the pathophysiological context of canine osteosarcoma and the metastasis-promoting S100A4 protein*.* Osteogenic sarcoma, or osteosarcoma, represents a cancerous bone tumour that is rare, spontaneous, aggressive and malignant, produces an osteoid matrix and appears in six subtypes or their combinations [3]. A comparative approach to studying osteosarcoma has highlighted many clinical and biological aspects of the disease that are similar between dogs and humans. On the other hand, there are important species-specific differences that are becoming increasingly recognized [4]. The comparative nature of the orthologous diseases of man and dog is supported by shared findings such as the higher odds of metastasis determined for trunk osteosarcomas at diagnosis compared to those with lower limb osteosarcomas [5], broad genomic similarity with recurrent copy number aberrations in oncogenes and tumour suppressor genes such as *MYC*, *CDKN2A/B*, *RB1* and *PTEN* [6], low point mutation burden, high structural complexity, frequent mutations in *TP53*, *PI3K* and *MAPK* pathways and low expression of immune-associated genes [7], common starting genes of chimeric transcripts [8] as well as some overlapping transcriptional programs [9].

Our molecular target, S100A4, is a member of the S100 protein family that is expressed in a variety of cells, such as stem cells, fibroblasts, neutrophils, monocytes, lymphocytes and malignant cells. Like many other members of the S100 family, it shows intracellular and extracellular localization [10]. Under non-pathological conditions the protein is mostly localized inside the cell [11]. Noncancerous inflammatory indications as well as metastatic progression of cancer are accompanied with increased translocation of the protein into the extracellular space [10].

Here, technical error in RT-qPCR measurement, which is challenged by the extensive genetic and expression heterogeneity of the tumour condition, was reduced by the following critical parameters. The first was the generation of mRNA-Seq data for the study condition and selection of stably expressed sequences at exon-level resolution. The second was the consistent use of poly(A) RNA templates across both steps of the analysis pipeline, i.e. selection and verification of exon sequences by mRNA-Seq profiling and RT-qPCR. In addition, a nonlinear transformation commonly used to transform proportion data in other fields of science and economy was extended to qIHC analysis. Logit transformation of qIHC proportion data approximated normality with little variation in variances, such that powerful linear models could be applied. Together, the improvements revealed the association between the number of mRNA copies of the *S100A4* gene and the abundance of the translated protein expressed as qIHC score.

## Materials and methods

### Biological material

Normal canine osteoblasts (Cell Applications Inc., San Diego, CA, USA) were cultured in a canine osteoblast medium (Cell Applications Inc.).

Samples of spontaneously developed osteosarcoma were collected from large- and medium-sized dog breeds during routine medical treatment at the College of Veterinary Medicine of the University of Minnesota or at the Animal Hospital of the University of Veterinary Medicine of Vienna, following the rules of the local ethical committees. For transcript profiling by mRNA-Seq or RT-qPCR, experimental specimens were grouped into two cohorts, termed set 1 and set 2, respectively.

Set 1 included ten osteosarcoma tissues (#0320, #0460, #1033, #1091, DOS-8, DOS-71, DOS-73, DOS-119, DOS-126 and DOS-127) and five primary cell lines (OSCA-8, OSCA-30, OSCA-32, OSCA-40 and OSCA-78) derived from newly diagnosed patients prior to treatment with cytotoxic chemotherapy drugs (Table S1).

Set 2 comprised exclusively tumour tissue (*n* = 13, Table S2). Clinical and pathological data of the sample cohort are listed in Tables S1 and S2, respectively. Aliquots of osteosarcoma tissue were snap-frozen at − 170 °C or preserved in an RNA-stabilizing buffer (RNAlater; Qiagen, Hilden, Germany) and stored in the gas phase over liquid nitrogen.

### Short tandem repeat DNA profile analysis for cell line authentication

To exclude cross-contamination and other causes of misidentification, the five osteosarcoma cell lines used in this study were genotyped at 15 short tandem repeat (microsatellite) loci. Profiling of microsatellites was performed by IDEXX BioResearch (www.idexxbioresearch.com). For authenticating genetic relatedness between donor (tumour tissue or original cell line) and the cell line at the respective passage used for this study, we adopted a threshold of at least 80% matching alleles [12]. This percentage match criterion was based on the idea that the microsatellite profile from a malignant tissue can vary with loss of heterozygosity and an elevated incidence of microsatellite instability and complexity, and allowed for some genetic drift with increasing passage number of a cell line. The match value was obtained by dividing the number of shared alleles by the total number of alleles in the questioned profile.

Our authenticating genotype data included one to two deviating microsatellite alleles, mostly loss of heterozygosity rather than a change in the allele length (Data S1).

### Extraction of total RNA

RNA of normal osteoblasts and a part of the tissues of sample set 1 was isolated using the TRIzol™ Reagent, a monophasic solution of phenol and guanidine isothiocyanate (Thermo Fisher Scientific, Waltham, MA, USA). RNA of tissues of set 2 and cultured osteosarcoma cells of set 1 was extracted with a silica-based membrane combined with micro-spin technology.

The concentration of RNA subjected to mRNA-Seq analysis was measured using the fluorescent dye-based Quant-iT™ RiboGreen® RNA Assay Kit (Thermo Fisher Scientific). Its integrity was assessed by capillary electrophoresis on the 2100 Bioanalyzer instrument (Agilent Technologies, Santa Clara, CA, USA). Next-generation sequencing libraries were prepared only from samples that exhibited an RNA Integrity Number (RIN) value of at least 8 and a quantity higher than 1 μg.

Concentration and purity of RNAs subjected to profiling by RT-qPCR were determined on the NanoDrop™ 2000c spectrophotometer (Thermo Fisher Scientific). Minimum RNA intactness assessed at the 4200 TapeStation System (Agilent Technologies) was set at a value of ≥ 6.4 RNA integrity number equivalent (RIN^e^).

### Transcriptome profiling by mRNA-Seq

Sequencing libraries focused on poly(A) RNA were generated from 1 μg total RNA using the TruSeq RNA library preparation kit v2 (Illumina, San Diego, CA, USA) and sequenced with sequencing-by-synthesis technology on the HiSeq™ 2000 Sequencing System (Illumina).

Primary analysis and demultiplexing of mRNA-Seq data was performed using the CASAVA software version 1.8.2 (Illumina). For hierarchical clustering of expression patterns, sequence reads were aligned to the reference genome of the dog (*Canis lupus familiaris*) or the dingo (*Canis lupus dingo*) using the genome assemblies CanFam3.1 or ASM325472v1, respectively, downloaded from the Ensembl genome browser and the Spliced Transcripts Alignment to a Reference (STAR) software version 2.7.3a ([13]; https://github.com/alexdobin/STAR/releases).

For selection of stable exons, we used TopHat (https://ccb.jhu.edu/software/tophat/index.shtml), another popular, but less recent splice-aware aligner.

### Expression stability ranking of single and neighbour exons based on *CV*

The stability of exonic sequences in the mRNA-Seq expression data was ranked in ascending order based on the *CV,* defined as the ratio of the standard deviation to the mean. Individual *CV* values were calculated for single exons and three exon-neighbour combinations, namely, a pair of direct neighbours (*i* and *i* + 1), a trio of direct neighbours (*i*, *i* + 1 and *i* + 2) and an exon paired with its neighbour after next (*i* and *i* + 2). Calculation was performed using R package version 3.5.5 (www.R-project.org/).

### Enrichment analysis for gene ontology (GO) terms

The most stable genes were annotated by one or more GO terms using the Blast2Go tool (www.blast2go.com). Briefly, Standard Protein BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins) was performed against the non-redundant database of NCBI for all mammals (taxon 40674). Only the first 20 alignments passing the *E* value cut-off of 1.0E-3 with a coverage of at least 90% against the subject sequences were considered for annotation. The GO terms retrieved by InterPro scanning at the web server of the European Bioinformatics Institute (www.ebi.ac.uk/interpro/) were converted and merged with the annotation. The annex function was employed to assign the GO terms obtained by GO mapping to the query sequences. Finally, “slimming” was carried out to identify the most representative biological processes that were subsequently subjected to enrichment analysis. The annotations of all known canine proteins were used as a background list to create a 2 × 2 contingency table for calculating the Fisher’s exact test in Microsoft Excel (https://udel.edu/~mcdonald/statfishers.xls). Enriched GO terms with a false discovery rate of less than 0.01 were reported. Concordance of the enrichment results was evaluated at the GeneMANIA database (http://genemania.org) using human genomics and proteomics data as orthologous substitute for the dog and the “GO biological process” as the weighting method.

### RT-qPCR

Total cellular RNA or its poly(A)-RNA fraction extracted with paramagnetic oligo (dT)_25_ beads of the NEBNext® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA) was used as the template for cDNA synthesis.

First-strand cDNA was synthesized in duplicate using a reaction volume of 20 μl and the Transcriptor High Fidelity cDNA Synthesis Kit (Roche Life Science, Vienna, Austria). The reaction contained 1 × Transcriptor RT reaction buffer, 20 U Protector RNase inhibitor, 1 mM dNTP mix, 60 μM random hexamers or 2.5 μΜ oligo(dT)_18_ primer in case of poly(A)-RNA templates, 10 U Transcriptor Reverse Transcriptase and 500 ng total RNA or 500 pg poly(A) RNA.

Putative contamination with genomic DNA was monitored by a reaction lacking reverse transcriptase. RT was performed at 55 °C for 60 min and terminated at 85 °C for 5 min using the MJ Research PTC-200 Thermal Cycler (Bio-Rad, Hercules, CA, USA). The undiluted cDNAs were stored at − 20 °C until further analysis.

Oligonucleotide sequences of the qPCR assays (Table S3) were designed using the program Primer Express 2.0 (Applied Biosystems, Foster City, CA, USA). The chance of amplifying co-isolated genomic DNA was reduced by designing a PCR product that spanned an exon-intron boundary or flanked an intron of at least 750 bp. Putative primer dimerization was evaluated with NetPrimer (Premier Biosoft International, Palo Alto, CA, USA; www.premierbiosoft.com/netprimer/). The secondary structure of the PCR amplicon was predicted on the Mfold Web Server (http://unafold.rna.albany.edu/?q=mfold/DNA-Folding-Form). Amplicon specificity was evaluated by NCBI's Primer-Blast (www.ncbi.nlm.nih.gov/tools/primer-blast/) using the “non-redundant” database of the dog (taxid number 9615).

The qPCR performed in a volume of 15 μl was composed of 1 × PCR buffer B2 (Tris-HCl, (NH_4_)_2_SO_4_ and Tween-20; Solis Biodyne, Tartu, Estonia), 1 × dNTP mix that partially replaced dTTP with dUTP for putative removal of carry-over contamination by uracil DNA glycosylase (0.2 mM of each dATP, dCTP and dGTP, 0.08 mM of dUTP and 0.12 mM of dTTP; Solis Biodyne), 0.4 × EvaGreen I dye (Biotium, Fremont, CA, USA) or 200 nM hydrolysis probe (Integrated DNA Technologies, Leuven, Belgium) depending on the assay, 3.5 mM MgCl_2_, 200 nM of each primer, 1 U HOT FIREPol® DNA polymerase (Solis Biodyne) and 1.5 μl or 6 μl of diluted cDNA. For target quantification in total cellular RNA or poly(A)-RNA templates, cDNAs were ten- or sixfold diluted, respectively. All qPCR assays that were run in duplicates (or triplicates in case of the *S100A4* transcript variants) included a minus-RT control and a no-template control to rule out cross-contamination of reagents and surfaces. Amplification and monitoring of fluorescence were performed on the Corbett Rotor-Gene 6000 Real Time PCR System (Qiagen) operated by the software version Rotor-Gene Q 2.1.0.9. Cycling conditions consisted of an initial 15-min incubation step at 95 °C for polymerase activation and template denaturation, followed by 50 cycles of 95 °C denaturation for 15 s, 60 °C annealing for 20 s and 72 °C elongation for 20 s. Finally, a dissociation curve was recorded over the range of 60 to 95 °C at increments of 1 °C every 5 s. In case of the probe-based qPCR format, amplification was achieved over 50 cycles consisting of a 15-s denaturation step at 95 °C and combined annealing and elongation for 60 s at 60 °C. A qPCR assay was considered unaffected by co-amplification of genomic DNA if the minus-RT control produced an efficiency-adjusted Δ*Cq* value of at least 5.

In addition to the amplicon melting profile, specificity of amplification primers was validated by electrophoresis on a 1% agarose gel (Fig. S1) using 1 × sodium borate buffer (10 mM NaOH, pH adjusted to 8.5 with boric acid), 8.75 μl GelGreen™ Nucleic Acid Stain (Biotium) per 100 ml gel and the “100-bp DNA Ladder” (Solis Biodyne) for determination of DNA fragment size.

### Determination of qPCR amplification efficiency and outlier treatment

For target sequences of at least moderate abundance, efficiency of qPCR amplification (*E*) can be determined from raw fluorescence data without the need of a standard curve. For each well, an individual efficiency was calculated from the exponential phase of the raw (i.e. not baseline-corrected) amplification curve using the Real-time PCR Miner (http://ewindup.info/miner/). The mean of individual efficiencies, *E*_*fi*_, served to adjust *Cq* values measured at an amplification efficiency of less than 100% according to the term *Cq* × log_10_ (*E*_*fi*_ + 1)/log_10_(2). Following efficiency correction of *Cq* values, outliers from quadruplicate RT-qPCR measurements, i.e. qPCR replicates for both cDNA duplicates, were identified and handled as follows. In case of quadruplicate *Cq* values, we removed the technical replicate that caused a standard deviation of more than 0.5 cycles. If the means of the qPCR duplicates run for each of the two cDNA replicates differed by more than one cycle, the cDNA replicate that exhibited the highest deviation from the global average of the sample cohort was removed from analysis (*n* = 7, validation of reference exons by RT-qPCR).

### RT-qPCR measurement of exon’s expression stability

The two steps of an RT-qPCR assay were run in duplicates starting with the RT reaction. The average of the duplicate’s raw *Cq* values was efficiency-adjusted and assessed for expression stability using four common statistical algorithms, geNorm implemented in the qbase+ software 3.1 (www.qbaseplus.com), the Microsoft Excel-based programs NormFinder (https://moma.dk/normfinder-software) and BestKeeper (www.gene-quantification.de/bestkeeper.html) as well as the Comparative Δ*Cq* method accessed via the web-based tool RefFinder (www.heartcure.com.au/reffinder/). The ranks of the individual algorithms were aggregated into a final weighted rank using the R package RankAggreg version 3.4.4 for Windows (https://CRAN.R-project.org/package=RankAggreg), run with the implemented cross-entropy Monte Carlo algorithm with Spearman’s footrule distance. The R code for rank aggregation analysis is provided as File S1.

The minimum gene set for RT-qPCR normalization was determined by the geNorm algorithm. The software sorts genes in ascending order according to their expression stability measure (*M*), computes a *NF* for each gene set using the geometric mean of their expression values and determines the optimal number of normalizers based on pairwise variation (*V*_*n*_*/V*_*n + 1*_) between two sequential factors, *NF*_*n*_ and *NF*_*n* + *1*_. The common cut-off value of *V*_*n*_*/V*_*n + 1*_ < 0.15 determined the lowest number of genes for accurate normalization. This minimum gene number was adopted to compose the *NFs* for the other stability algorithms. In another round of stability assessment with the RankAggreg package, we computed consensus ranks for the single genes and the added four *NF*s.

Co-regulated gene relationship of the gene pair composing the best *NF* was evaluated based on information for the dog contained in version 7.3 of the gene co-expression database COXPRESdb (http://coxpresdb.jp).

### In silico analysis of alternative polyadenylation in the 3’ untranslated region (UTR) of canine *S100A4* mRNA

Hexanucleotide motifs signalling canonical (AAUAAA) as well as non-canonical (AUUAAA, AGUAAA or UAUAAA) polyadenylation were used as query sequences for in silico analysis by “Poly(A) Signal Miner” integrated in DNA functional site miner (http://dnafsminer.bic.nus.edu.sg).

### Counting *S100A4* mRNA copies by digital PCR (dPCR)

The copy number concentration of a cDNA target sequence was determined by dPCR on the Applied Biosystems QuantStudio™ 3D Digital PCR System (Thermo Fisher Scientific) using the QuantStudio™ 3D Digital PCR MasterMix and oligonucleotide sequences developed in this work (Table S3). The highest expressor of *S100A4* mRNA (sample #2097) was used for “translating” the sample’s *Cq* values measured by the various *S100A4* RT-qPCR assays into numbers of transcript copies.

### Assignation of biochemical processes using gene ontology classification

Molecular functions of the gene pair regarded as the most appropriate *NF* were derived from the Gene Ontology Database (release: 1st of January 2019; http://amigo.geneontology.org/amigo).

### Quantitative immunohistochemistry (qIHC) for S100A4

The area fraction of (brown) colour pixels resulting from immunohistochemical staining against S100A4 was automatically scored by quantitative image analysis.

Paraffin sections were rehydrated and blocked by 1.5% normal goat serum to minimize unspecific binding of the primary antibody. Sections were heated in 0.1 M citrate buffer (pH 6) for 30 min for heat-induced epitope retrieval and incubated overnight with the monoclonal anti-S100A4 antibody produced in the mouse (Sigma-Aldrich, Vienna, Austria; catalogue number AMAb90599, Prestige Antibodies®, clone CL0240, 1:3000 dilution). Antibodies of this series were developed and validated by the Human Protein Atlas project (www.proteinatlas.org), an international program for systematic exploration of the human proteome using (monospecific) antibody-based proteomics. The antibody binds to an epitope located within the peptide sequence “CNEFFEGFPD” present in the C-terminal region of canine S100A4 identically encoded by all three validated transcript variants (NCBI’s accession numbers: NM_001003161.3, NM_001363554.1 and NM_001362597.3). Polyclonal anti-mouse IgG (H + L) antibody produced in the goat (Immunologic, Duiven, Netherlands; Poly-HRP anti-mouse IgG (ready-to-use)) was applied as secondary antibody for 30 min at room temperature. Staining with diaminobenzidine (DAB) produced a brownish HRP/DAB-complex. For nuclear counterstaining haematoxylin was used. In general, the complete tumour area was subjected to qIHC scoring performed as follows. The image of the stained tissue was digitized using a slide scanner (Aperio Scanscope, San Diego, CA, USA) at 20-fold magnification and converted to a tagged image file format with a resolution of 1 μm/pixel. The percentage of tissue area positively stained with DAB was calculated in relation to the whole tissue area using a self-made script (File S2) run under the open-source platform for biological-image analysis FIJI (https://imagej.net/Fiji). In brief, the tumour area was selected and its area measured. Colour deconvolution, i.e. unmixing using the predefined colour vectors for DAB and haematoxylin, separated the colours of the target signal and the nuclei. A bilateral filter was applied to the image showing the DAB signal for removing noise. White intensity values of more than 200 were considered as background. Applying a particle size of at least 15μm^2^ reduced granular-staining artefacts.

### Statistical analysis

Normality of transcript expression values of stably expressed genes (SEGs) was examined by the Kolmogorov-Smirnov normality test. If the null hypothesis of the test (that the distribution of data is normal) could not be rejected, outlying values were identified based on the Grubb’s test run using the R package “outliers” (https://cran.r-project.org/web/packages/outliers/index.html). Strength and direction of the monotonic relationship between two given variables was evaluated by Spearman’s *ρ* recommended for use with data that are skewed or have outliers. The strength of a linear relationship between two variables was quantified with Pearson’s *r*. If not otherwise indicated, statistical analysis was performed in the GraphPad Prism demo version 5 for Windows (GraphPad Software, Inc., La Jolla, CA, USA).

Logit transformation, one of two most common variance-stabilizing transformations, was applied to the score of qIHC. Being a proportion, the score is constrained to lie between 0 and 1, and its possible variance hence depends on its mean value (more spread is possible at a mean proportion of 0.5 than at proportions of zero and one). Logit transformation calculated according to logit(*p*) = log_e_(*p*/(1-*p*)), where *p* is the proportion value of qIHC, expands the ends of the scale allowing variances at different mean values to be more naturally compared.

Observing that the normalized *S100A4* transcript levels varied almost over two orders of magnitude across the cohort of osteosarcomas, we decided to seek correlations between the transformed qIHC scores and the logarithm of the normalized mRNA abundances. Both gene expression levels were thus subjected to a logarithmic-style transformation.

## Results

### Unsupervised hierarchical clustering of the mRNA-Seq data

The poly(A) fraction of the transcriptome was extracted as template for mRNA-Seq-based selection of exon sequences showing uniform expression across canine osteosarcomas. 

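Libraries of 8 osteosarcoma tissues and 3 osteosarcoma cell lines (primary cultures of tumour cells) of set 1 were analysed here, and the remaining libraries of the set were not used here. RNA of 4 tissues had been isolated with the RNeasy Fibrous Tissue Mini Kit and that of the other 4 tissues with TRIzol, whereas all 3 cell lines had been processed with the RNeasy Mini Kit, so that the kit and the kind of sample cannot be told apart. The authors aligned the reads to the dog genome with TopHat, kept uniquely mapped reads and counted them on exon bins with the scripts of DEXSeq. An exon bin is the part of an exon that remains when the overlapping transcripts of a gene are flattened into pieces that do not overlap. The counts were deposited after division by 1 factor per library, and the paper's text does not name the method that gave the factors. All values (100%) were whole multiples of the value of 1 read, which lay between 0.354 and 3.00, so that the reads behind each value could be recovered. The tissues held between 3123757 and 24902774 counted reads, with a median of 13166652. Of the cell lines, OSCA-30 held 17540093 reads, OSCA-32 held 3471461 and OSCA-40 held 21270199. The table listed 217945 exon bins of 24390 genes, and 31857 bins were at 0 in every library. A row of 182 of these genes joined several overlapping Ensembl genes, whose bins were numbered together. The median ratio of a library to the geometric mean of all libraries was between 1.02 and 1.04 over exon bins and between 0.878 and 1.27 over genes. The deposited scaling thus levelled the libraries more closely on exon bins than on genes, and scaling is a choice that changes a *CV* across libraries. Gene values were the sums of the exon bins of a gene. The *CV* was the sample standard deviation over the mean of the deposited values across libraries, and the value of a combination of exons was the mean of its bins in each library.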

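Spearman's rho was computed over the 20237 genes with a value above 0 in any of the 11 libraries. It averaged 0.926 ± 0.0129 (SD) over the 28 pairs of tissues, with a range from 0.906 to 0.951. The 3 pairs of cell lines had a mean rho of 0.897 ± 0.0155 (SD). Between a tissue and a cell line, rho averaged 0.870 ± 0.0176 (SD) over 24 pairs. Pairs of the same kind were thus more similar by 0.0529 than pairs of a tissue and a cell line, a difference that none of the other ways of picking 3 of the 11 libraries exceeded (two-sided exact permutation test, p = 0.00606, the smallest p that this number of libraries allows). Taking only genes with a mean of at least 10 moved this difference most, to 0.0908. Complete-linkage clustering of the rho matrix on Euclidean distance, divided into 3 groups, placed the 8 tissues in a group of their own, OSCA-30 with OSCA-32 in another, and OSCA-40 alone in the last one. On single exon bins in place of genes, the 3 cell lines formed 1 group, 7 tissues another, and DOS-71, the tissue with the fewest reads, stood alone. Among tissues, pairs from the same isolation kit were more similar than pairs from different kits by 0.00359, which is within the spread between pairs (exact permutation test over 35 splits, p = 0.286). Tissues of different kits also carry different lane labels in their library names, so this comparison covers kit and lane label together. The paper's tissues were collected at different hospitals, and a split by hospital that goes with the kit would enter as well.

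**Figure D1:**
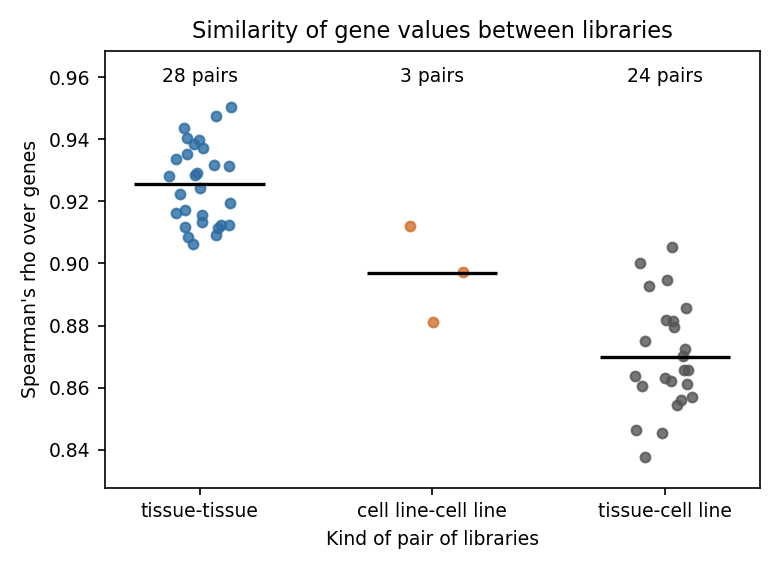
Spearman's rho over genes (vertical axis, no unit, not starting at 0) for each pair of libraries, by the kind of the pair. Each point is 1 pair and each line the mean of its kind; the 28 pairs of tissues lie between 0.906 and 0.951 and the 24 pairs of a tissue and a cell line between 0.838 and 0.905.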

Hierarchical cluster analysis of mRNA-Seq expression data visualized by a heatmap (Fig. 1) stratified the ten osteosarcoma tissues and five osteosarcoma cell lines analysed (set 1: Table S1) into three main clusters represented by five, four and six tissues or cells (top, middle and bottom clusters, respectively). The same main clusters were obtained when the mRNA-Seq data was aligned to the genome of the (Australian) dingo (*Canis lupus dingo*) instead of the dog (Fig. S2).

**Fig. 1:**
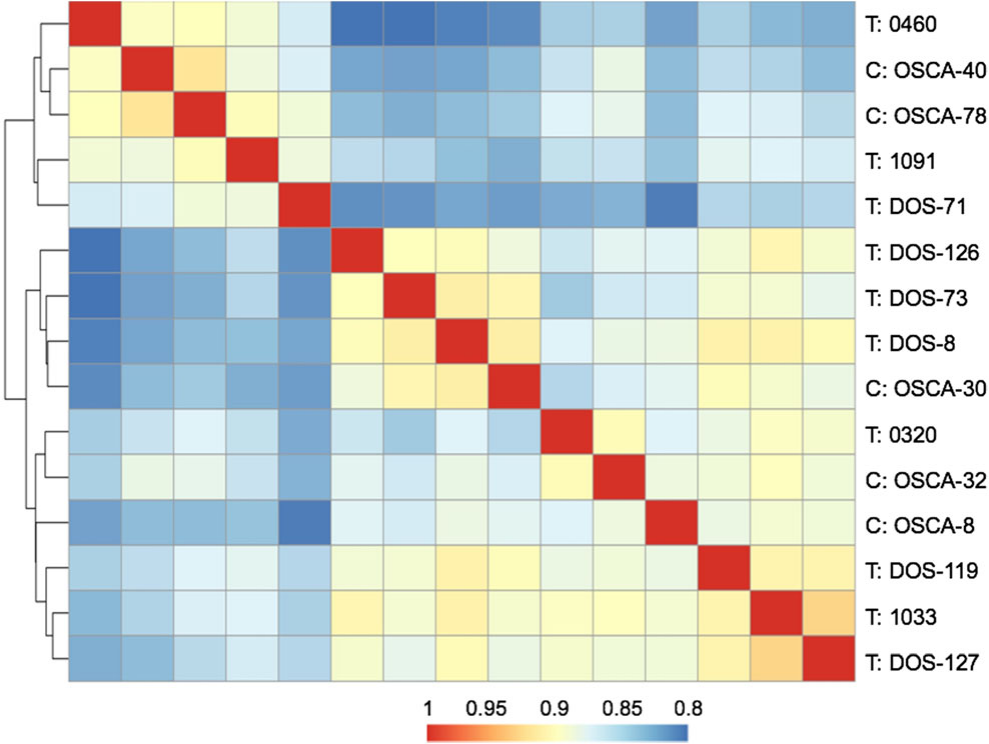
Canine osteosarcoma samples segregate into three main clusters according to unsupervised hierarchical cluster analysis of mRNA-Seq data. The decreasing level of expression correlation is illustrated by red to blue colour (Spearman’s *ρ* of 1 to 0.8, respectively). Samples: set 1. T: osteosarcoma tissue, C: primary cell culture of osteosarcoma

Noticeable, the osteosarcoma tissue DOS-8 and the cell line derived from it, OSCA-8, did not cluster together (Fig. 1). This difference in transcriptional programs might be due to changes in epigenetic marks that would likely be more sensitive to culture conditions than DNA sequences [14], to some loss of heterozygosity coming with increasing passage number of cell culture (Data S1) and/or the absence of stromal cell-specific signature from the cell line’s expression profile. Likewise, it can be caused by clonal expansion of aneuploidy [15], i.e. genomic heterogeneity in the cell line’s tumour of origin.

### Ranking mRNA-Seq data based on stability of expression

Single or neighbouring exons determined by mRNA-Seq profiling were ranked for stability based on their *CV* of expression. A lower value indicated a more stable expression across the condition. We limited the analysis to a *CV* of ≤ 1 and the following four exon combinations: single exons (*i*), pairs of direct exon-neighbours (*i*, *i* + 1), pairs of the exon *i* together with the exon skipping the one thereafter (*i*, *i* + 2) and three consecutive exon neighbours (*i*, *i* + 1, *i* + 2). The fraction of neighbour exons accounted for 30, 20 and 29% of the top 10, 100 and 1000 sequences, respectively (Fig. 2). 

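Of 762498 sequences of the 4 kinds, 433868 had a *CV* of at most 1 over the 11 libraries. Single exon bins were 113771 of these, so combinations were already the majority of the ranked sequences. The shares below thus do not by themselves show that combinations are more stable than single exons. Combinations of exons made up 80% of the 10 sequences with the lowest *CV* (95% Wilson interval 49.0 to 94.3%), 76% of the top 100 (66.8 to 83.3%) and 78.7% of the top 1000 (76.1 to 81.1%). These intervals cover counting error only, and combinations that share an exon are not independent. When the *CV* was taken over the values of all exon bins of a combination together, in place of their mean in each library, the shares were 10%, 23% and 34%; this alternative was chosen after seeing the data. In Table S8, 14 of the 14 pairs whose exons are both listed have the *CV* of this alternative, and 9 of them lie above the highest *CV* that a mean of the exons could have. The pair of bins 7 and 8 of *HNRNPUL1* (ENSCAFG00000005026) ranked at position 3, and 6 of the 10 most stable sequences came from this gene.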

Next, we compared the transcriptional stability of several normalizers that were formerly recommended for use in canine osteosarcoma without transcriptome-wide expression profiling for this context such as *OAZ1* [16] or *B2M, HNRNPH*, *RPS5* and *RPS19* [17] (Table S5). This set consisted of classical normalizers that were derived from educated guesswork (e.g. *B2M*) and reference genes showing a more universal expression uniformity across mammalian cells and tissues, e.g. *OAZ1* [18]. In a single case, gene selection was guided by genomic data produced for the pathophysiological study condition (*OASL*, formerly termed *C26H12orf43*, [19]). 

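The sequences of Data S2 comprise 11 exon pairs and 2 single exons. The bin numbers of 12 of them fitted the deposited table, where their means were 0.957 to 1.02 times those that the paper reports. Over the 11 libraries, the *CV* of the 11 exon pairs ranged from 0.0867 (jackknife standard error 0.0260) for *HNRNPUL1* to 0.181 (standard error 0.0417) for *XPO1*, with a median of 0.136. With the *CV* over the values of both bins of a pair together, chosen after seeing the data, the range was 0.109 to 0.185. The median was then 0.152. The single exon of *HNRNPL* had a *CV* of 0.114 (standard error 0.0207). *BAG6* shares a row of 35 bins with an overlapping Ensembl gene, so its exon number does not settle the bin. The bin whose means come closest to the paper's (bin 7) had a *CV* of 0.640 (standard error 0.158), and the next closest (bin 29) a *CV* of 0.116 (standard error 0.0221). Bin 7 cannot be the exon of Data S2, since its sum of squares over the 8 tissues is 29.8 times what the *CV* in Table S8 allows over all tissues, whereas this ratio is 0.856 for bin 29 and 0.429 to 0.981 for the 12 settled sequences; bin 7 is kept in the summaries because the matching rule had been set beforehand. All 13 sequences, with *BAG6* at bin 7, had a median *CV* of 0.136 (standard error 0.0106) and a range from 0.0867 to 0.640; with *BAG6* at bin 29 the median was 0.133 and the highest *CV* 0.181. Scaling each library to the same total moved the median most, to 0.213. Across the 374140 sequences of all kinds with a mean of at least 10, the median *CV* was 0.531. The exons of earlier normalizers were not analysed here, since their symbols could not be paired with the identifiers of the table.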

We obtained considerably lower *CV* values for our novel sequences (0.14–0.17 versus 0.29–0.99) indicating a clearly higher stability of transcript expression (Fig. 2). Common classical SEGs, such as *GAPDH* and *HPRT1*, even exceeded the threshold of *CV* ≤ 1 (details in Data S2)*.*

**Fig. 2:**
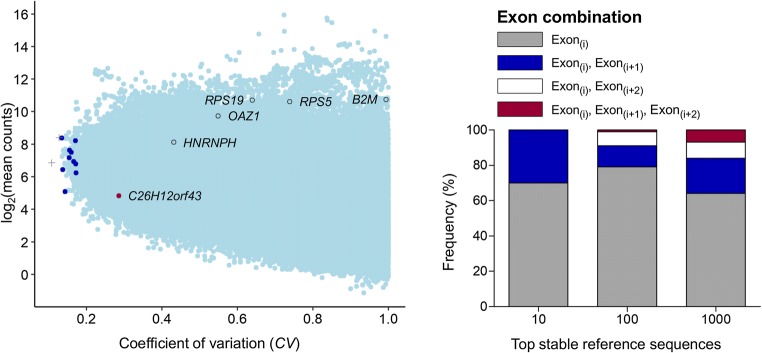
Stability of single exons or pairs of neighbour exons based on *CV* in mRNA-Seq data of canine osteosarcoma (sample set 1). *CV* values were plotted against mRNA abundance representing *log*_*2*_-transformed transcripts per kilobase million. Single exons and pairs of neighbour exons used for RT-qPCR validation were depicted by grey plus signs and filled dots of light blue colour, respectively. Gene symbols highlight SEGs used in previous RT-qPCR studies of canine osteosarcoma derived from educated guessing (*B2M*, *RPS5*, *RPS19*, *HNRNPH*), from interspecies expression stability assessment of transcriptome data (*OAZ1)* or by array-based comparative genomic hybridization for the context (*C26H12orf43*) (references in Table S5). Their most stable two consecutive exons are exemplarily depicted. Common traditional normalizers such as *GAPDH* and *HPRT1* even exceeded the threshold of *CV* ≤ 1 (data not shown). Note that the Ensembl Genome Browser used for read mapping does not list *OASL* and *C26H12orf43* as separate genes in contrast to the NCBI database

To identify overrepresented GO categories among the most stable genes, we composed a list that exemplarily comprised a number of 100 genes with the highest stability of transcript expression. Each of the genes was represented by either a single exon or a combination of neighbouring exons ranked top for expression stability. 

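In the deposited table, the 100 genes with the most stable sequence had *CV*s from 0.0786 to 0.156 over the 11 libraries. Of these genes, 27 were represented by a single exon, 22 by a pair of direct neighbours, 33 by a pair that skips an exon and 18 by 3 consecutive exons. Table S8 names 30 of the 100 genes. The kinds depended on the formula for combinations: with the *CV* over the values of all exon bins of a combination together, chosen after seeing the data, 98 genes were represented by a single exon, 2 by a pair of direct neighbours and 0 by the other kinds, and the list held 35 genes of Table S8. It held 19 with median-of-ratios scaling of gene values, 12 with equal totals and 13 in the 8 tissues alone.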

Pathway enrichment analysis performed for this gene set and calibrated by the total number of genes with detectable expression delivered the by far best statistical support for the biological process of protein transport followed by the GO term of mRNA processing (false-discovery rates of 5.9E-28 and 6.0E-10, respectively; Fig. 3). Analysing the gene panel independently at the GeneMANIA database identified “mRNA processing” as the most enriched biological process (FDR of 3.2E-13).

**Fig. 3:**
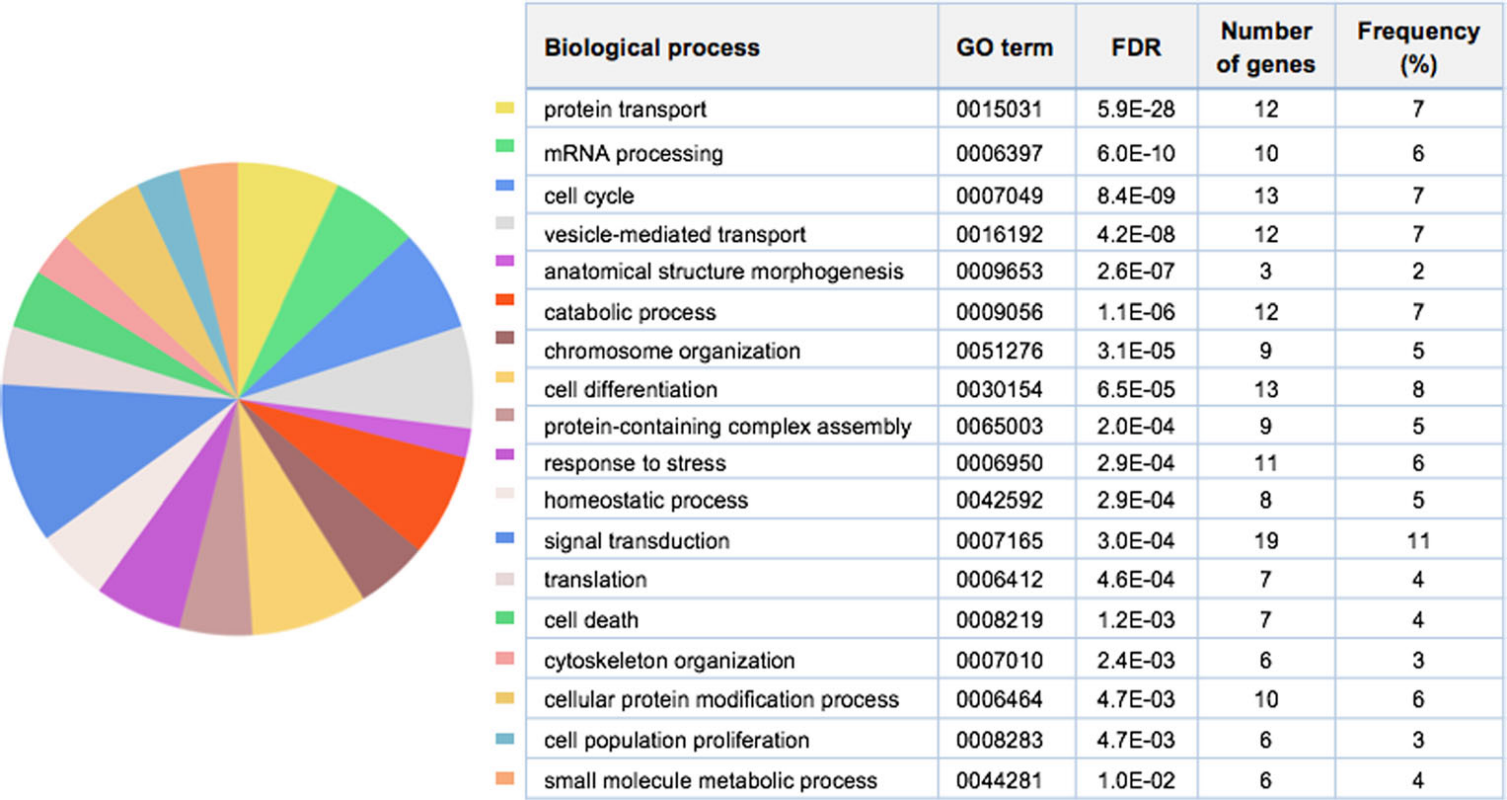
The hundred most stable genes are enriched in key biological processes. Ranking of genes and biological processes is based on *CV* and false discovery rate (FDR), respectively. *P* values were obtained by Fisher’s exact test and corrected by the Benjamini-Hochberg post hoc method. Gene number: number of genes from the input list assigned to a certain process category. Frequency: number of genes of the input list annotated to a particular GO term divided by its total gene number (illustrated by the size of sectors in the pie chart)

### RT-qPCR-based validation of expression stability for the exonic sequences

Eleven neighbour exons and two single exons showing highest expression stability according to mRNA-Seq analysis were validated by RT-qPCR (Fig. 4) using a second set of osteosarcomas (set 2, *n* = 7, Table S2). 

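In the mRNA-Seq data, the 13 sequences were compared between the 3 cell lines and the 8 tissues on the log2(value + 1) scale. No sequence passed an adjusted p of 0.05 (0 of 13; two-sided exact permutation test over all ways of picking 3 of the 11 libraries, with Benjamini-Hochberg adjustment over the 13 sequences, lowest adjusted p = 0.394). With this number of libraries a single sequence cannot reach an adjusted p under 0.0788 unless others change as clearly, so the count of 0 does not show that the sequences are equal. At an unadjusted p under 0.05 there was 1 sequence, *BAG6* at bin 7, a bin that is not the exon of the paper, which was lower in the cell lines by a log2 difference of -1.37 (exact permutation test, p = 0.0303). The other 12 sequences had log2 differences from -0.20 to 0.18 and a lowest p of 0.133 from the same exact test. With *BAG6* at bin 29, all 13 sequences lay in this range. The direction depended on the scaling, as 6 of the 13 sequences were higher in the cell lines in the deposited values, 12 after median-of-ratios scaling of gene values and 11 after scaling to equal totals. Each rescaling shifts all 13 log2 differences by nearly the same amount (0.26 to 0.27 and 0.18), so these changes of sign are a common offset added to values near 0. The exon pair of *HNRNPL* (ENSCAFG00000005652, CanFam3.1 chromosome 1, 114267210 to 114278780, plus strand, bins 4 and 5) was covered by between 219 and 1989 reads per library. That of *ANKFY1* (ENSCAFG00000015231, chromosome 5, 30249726 to 30312969, minus strand, bins 3 and 4) had the lowest mean of the 13 sequences, with between 23 and 185 reads per library.

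**Figure D2:**
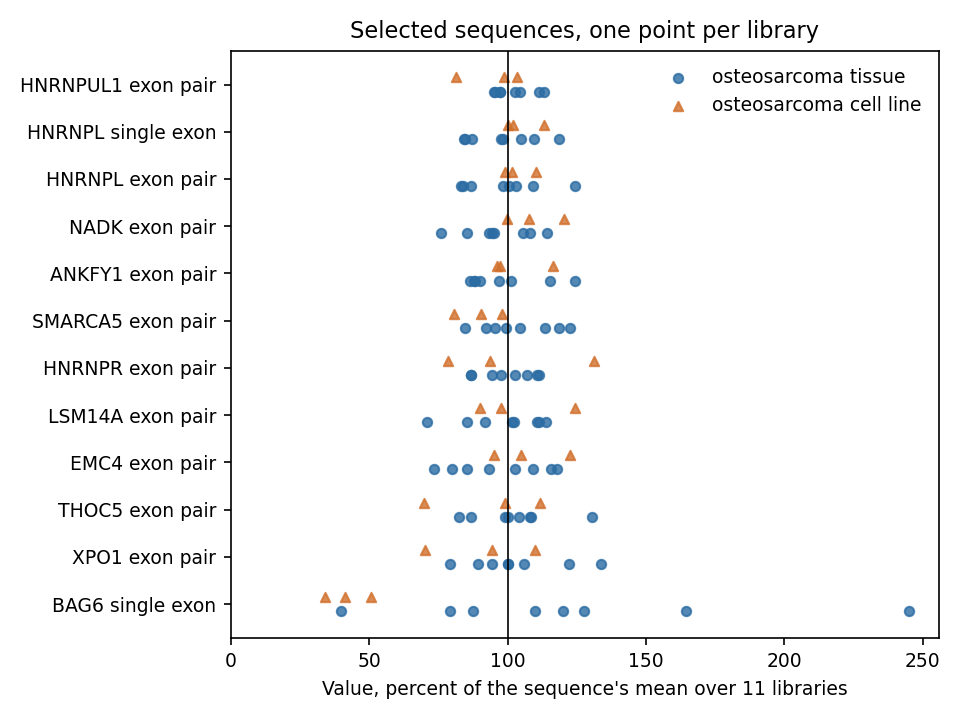
Value of 12 of the 13 selected sequences in each library (horizontal axis, percent of the mean of that sequence over 11 libraries), with 1 point per library, circles for the 8 tissues and triangles for the 3 cell lines. Sequences are ordered by their CV, from 0.0867 at the top to 0.640 at the bottom, where BAG6 is drawn at bin 7, which is not the exon of the paper.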

To avoid confounding by deregulation at the level of circRNAs and/or rRNAs, validation started from the same type of template, i.e*.* the poly(A) fraction of the transcriptome. For comparison, we included *C26H12orf43* that was supported by genomic data produced for the experimental condition (formerly termed *LOC611555* [19]). We regarded the delayed (efficiency-adjusted) *Cq* value obtained for sample #1336 in the assay against the single *HNRNPL* exon a possible case of an outlying late amplification (Grubb’s test: *p* = 0.07) that might be caused by a polymorphic primer-binding site [20] or a structured amplicon [21]. *CV* values of down to 2.5–4.1% calculated for the novel sequences indicated an exceptional high uniformity of expression (Data S3). To identify suitable gene combinations for composing a *NF*, exons were evaluated for expression stability by the four common statistical algorithms geNorm, BestKeeper, NormFinder and the comparative *ΔCq* method (Data S4). Based on the pairwise-variation cut-off of *V*_*n/*_*V*_*n + 1*_ < 0.15 recommended by geNorm for two consecutive normalization factors, *NF*_*n*_ and *NF*_*n + 1*_, we concluded that two genes were sufficient for normalization (*V*_*2/3*_ = 0.07, Fig. S3). This minimum gene number was adopted to compose the *NF*s for the other statistical tools. The rank lists calculated by the four statistical tools were subjected to rank aggregation analysis using the RankAggreg package (Data S4). This pre-screening identified the consecutive exon pairs of the genes *LSM14A*, *THOC5* and *HNRNPL* as most stable. Next, we analysed how much the genes and their pairwise *NF* combinations impacted the quantitative relationship between the transcript abundance of *S100A4* and the expression of the translated protein expressed as qIHC score. This experimental “readout” identified the *NF* composed of *THOC5* and *HNRNPL* as the most appropriate normalization choice (Data S5). While sharing molecular functions like RNA and protein binding (GO classifications 0003723 and 0005515, respectively), the two genes participate in different biological processes (*THOC5*: mRNA export from nucleus (GO:0006406), *HNRNPL*: regulation of alternative mRNA splicing, via spliceosome (GO:0000381)) and are poorly co-expressed according to the gene co-expression database COXPRESdb. Hence, they represent an appropriate *NF* combination to normalize RT-qPCR data of canine osteosarcoma at the template level of poly(A) RNA.

**Fig. 4:**
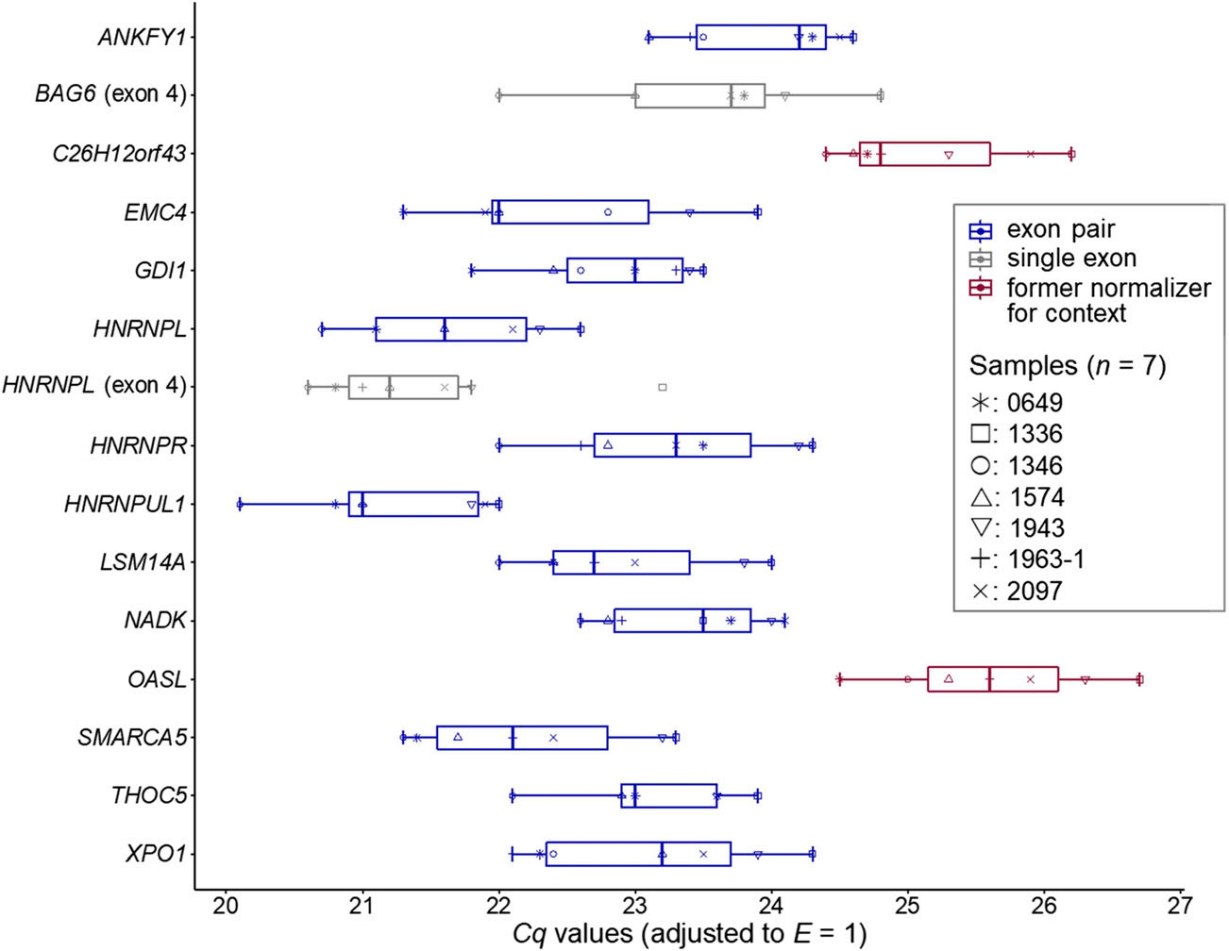
Tukey box plot depicting the abundance range of single or neighbouring exons for canine osteosarcoma tissues (sample set 2). Boxes represent the lower and upper quartiles centered on the median. Whiskers indicate the Tukey confidence intervals. Blue and grey: exon pair or single exon identified by mRNA-Seq analysis, respectively (this study), red: RT-qPCR normalizers identified by array-based comparative genomic hybridization for the biological context [19]. Numbering of the respective exons is provided in Table S3. The R code used for generating the plot is provided as File S3

*THOC5* and *HNRNPL* are also choices of normalization for studies that involve normal osteoblasts as indicated by similar *Cq* values (data not shown; template type: poly(A) RNA).

### Demonstrations of improved RT-qPCR data normalization: pairwise co-expression of mRNA variants of *S100A4* and the gene’s relationship between transcript and protein expression levels

As a first demonstration of technical noise reduction in transcript quantification achieved by our improved normalization strategy, we evaluated the extent of pairwise co-expressions among the *S100A4* transcripts *a*, *b* and *c* across canine osteosarcomas (Fig. 5a). Proving their expression in the study context required a decision upon the template type for RT-qPCR, total cellular RNA or its fraction enriched for poly(A) RNA. On total RNA templates, we found a consistent expression of the major transcript species *a* across the 13 samples of the cohort (range of *Cq* values for quantification: 25.1 to 34.1, Data S6). However, profiling the less-abundant variants *b* and *c* on the same templates resulted in single-negative or even double-negative amplification events (variant *b*: samples #1278 and #1943; variants *b* and *c*: #0649 and #1346; Data S6). Therefore, we considered to reduce the high level of nonspecific background RNA that was previously shown to negatively affect the conversion efficiency of the RT enzyme, particularly in the case of a rare target [22]. We argued that switching to a poly(A) RNA template type would diminish this background effect, and thus, could reveal false-negative detection. Indeed, on the less dense template, the minor *S100A4* mRNA variants *b* and *c* were consistently detected (Fig. 5b, Data S6, *n* = 13). Remarkably, the more sensitive detection of the minor variants was achieved, although only about one-ninth of the mRNA amount was used as template, a calculation that assumed a 3 to 7% proportion of the mRNA fraction in total cellular RNA [23]. Samples #1186–1 and #1278 did not reach the limit of quantification in the assays against *S100A4* transcripts *b* and *c*. Therefore, their expression was alternatively determined by dPCR (Data S7). Partitioning into many independent PCR sub-reactions applied by dPCR provides accuracy even for rare targets [24]. Copy number counting based on dPCR also confirmed that transcript *a* represented the by far most abundant species of *S100A4* (Fig. 5d, *p* < 0.001). The minor transcript variants *b* and *c* individually contributed just 2.5% to the total amount of *S100A4* transcripts (Data S6). Combining qPCR and dPCR data and normalizing with the novel *NF* revealed strong or even extraordinarily strong pairwise co-expression across the *S100A4* transcript variants (*a* with either *b* or *c*: *ρ* = 0.81/ 0.76, *r* = 0.92/ 0.90; *b* with *c*: *ρ* = 0.93, *r* = 0.99; Fig. 5e and data not shown).

**Fig. 5:**
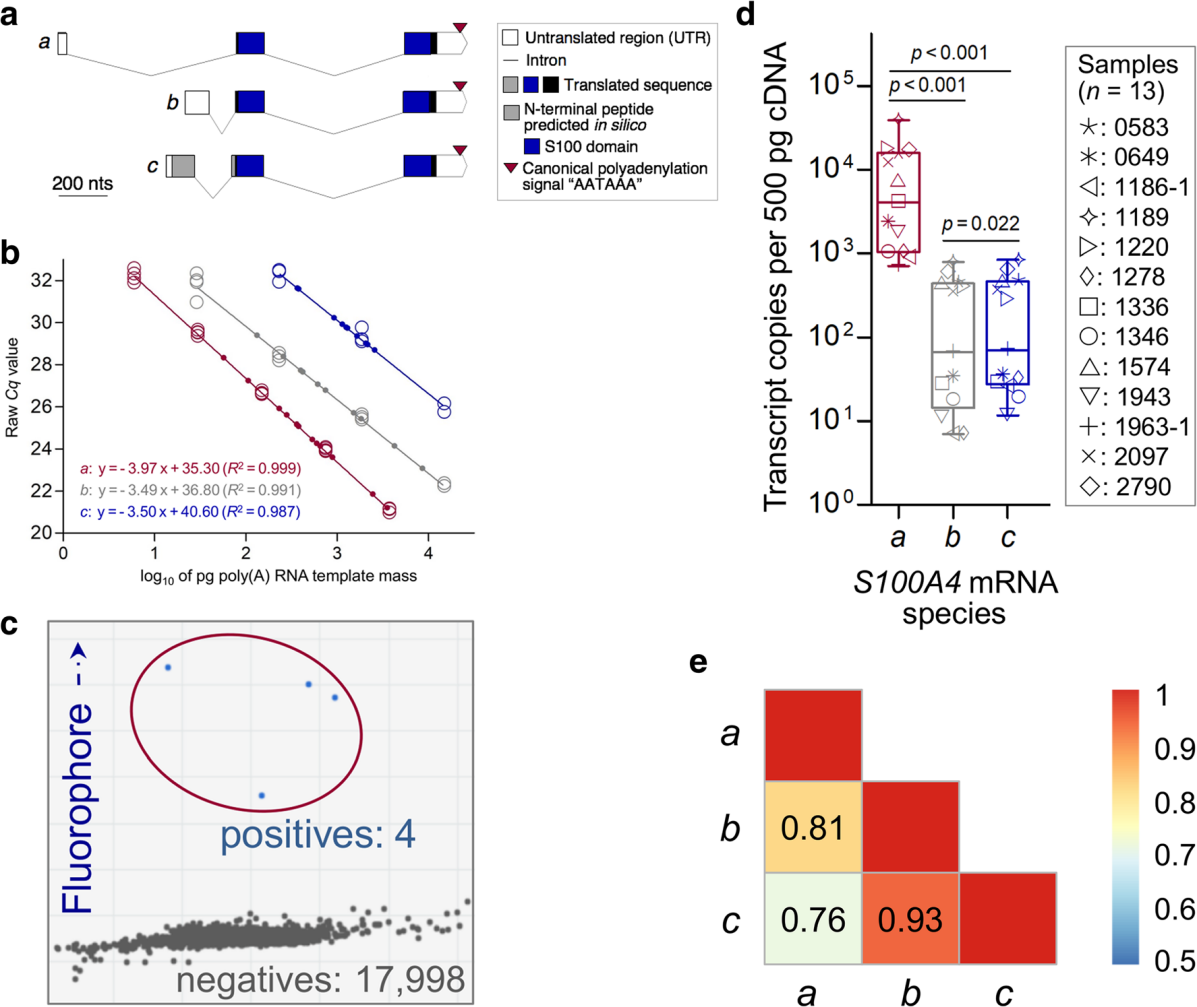
*S100A4* mRNAs in canine osteosarcoma: structure, copy numbers and pairwise correlation of variants. **a** Exon-intron structure of validated *S100A4* transcripts *a*, *b* and *c* (GenBank IDs: NM_001003161.3,NM_001363554.1 and NM_001362597.2, respectively). The length of the 3′ UTR and the common distance between the canonical poly(A) signal AAUAAA and the poly(A) stretch (~ 21 nucleotides) were confirmed by Sanger sequencing of amplicons produced by Rapid Amplification of 3’ cDNA Ends (consensus primers: GenBank accession number MK138547, primers against transcript variant *c*: MK584633). A putative proximal, non-canonical signal for alternative polyadenylation predicted in silico (Table S7) is not presented. We note that the N-terminal peptide extension predicted for the dog/dingo (GenBank accessions NP_001349526.2 and XP_025284715, respectively) or feline species (*Acinonyx jubatus*: XP_014941010.1, *Panthera pardus*: XP_019287133.1) still awaits experimental validation. **b** Dynamic ranges of qPCRs applied to quantify the *S100A4* mRNAs. **c** dPCR plot of a sample that did not reach the limit of quantification in the respective qPCR assay (sample: #1186–1, assay against minor variant *b*). **d** Copy numbers of *S100A4* mRNAs normalized by the novel *NF* (geometric mean of two consecutive exons of *HNRNPL* and *THOC5*) and assessed for significance by the nonparametric Wilcoxon Signed Rank Test for paired data. **e** Pairwise co-expressions across variants evaluated by Spearman’s rank correlation coefficient (blue to red: fair to perfect correlation)

As a second demonstration of the technical-noise reduction in transcript measurement, we sought to uncover the association between the overall abundance of *S100A4* transcripts and the amount of the S100A4 protein expressed as spatially resolved quantitative distribution across a thin tumour section (qIHC score, exemplified in Fig. 6)*.* Since the level of *S100A4* transcript expression was high enough, we could favour total RNA as the cheaper and easier to isolate, hence more common template over poly(A) RNA (Fig. S4). We converted the relative *S100A4* transcript expression values determined by RT-qPCR into copy numbers using a calibrator sample measured by qPCR as well as dPCR (Data S7).

**Fig. 6:**
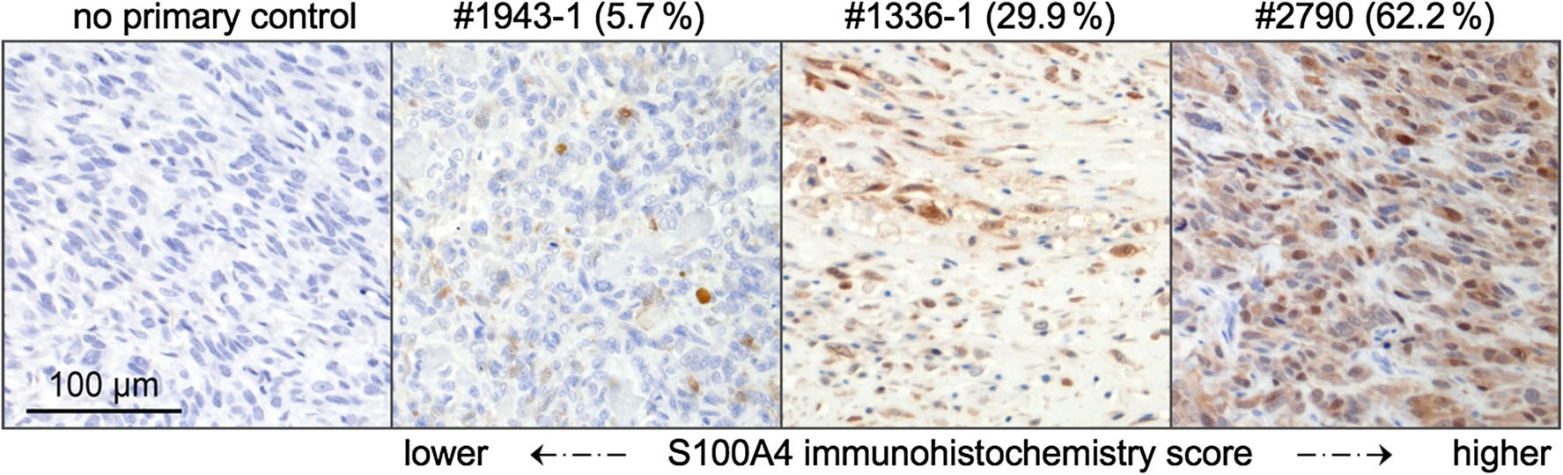
Automatic quantification of S100A4 distribution in paraffin-embedded sections of canine osteosarcoma by qIHC. Representative samples with high, moderate and low frequencies of positive areas (areas with brown staining) are depicted from right to left. Leftmost: negative control without primary antibody

As a starting point, we normalized the abundance of *S100A4* mRNA with the mass of the RT template. However, we were unable to detect a relationship between the two gene expression levels of *S100A4* using this approach (*p =* 0.13, *ρ =* 0.45, Spearman’s correlation; *p =* 0.23, *r* = 0.36, Pearson’s correlation) (Fig. 7b left, Data S8). This might be caused by technical variation between samples and measurements (extraction, quality (purity and integrity) and concentration assessment of RNA, cDNA sample loading as well as different efficiencies of cDNA synthesis and subsequent exponential amplification). Alternatively, we assessed the outcome of normalization with one or more stably expressed internal control genes. As candidates, we selected the three normalizers *HNRNPL, THOC5* and *LSM14A* that exhibited the most stable expression in poly(A) RNA templates (Data S4) and their pairwise *NF* combinations. Correlation analysis between the expression intensity of *S100A4* at the mRNA and protein levels was used as the experimental “readout” or “post-control” for their re-evaluation. This was required to compensate for attributing the same weight to every stability algorithm, a practical option without any biological meaning that is arguable because some of the analytical approaches applied here for stability assessment include redundant information [25], as well as to compensate for changing the type of RNA template and the composition of the RNA cohort. We found that the choice of normalization strongly impacted the uncovering of relationship between expression intensity of *S100A4* at the mRNA and protein levels. Three of the six normalization choices resulted in a significant or even highly significant strong positive correlation between the expression levels (*HNRNPL*: *p* = 0.006, Spearman’s *ρ* = 0.72; *NF*1: *p* = 0.009, *ρ* = 0.69; *NF*2: *p* = 0.014, *ρ* = 0.66; Fig. 7a and Data S5). In contrast, we could not establish a relationship by normalizing with the other three choices (*NF*3: *p* = 0.078, *ρ* = 0.51; *THOC5*: *p* = 0.086, *ρ* = 0.50; *LSM14A: p* = 0.117, *ρ* = 0.46). We note that the corresponding Pearson’s coefficients were very similar (Data S5). We also note that the aggregate rank order of the gene stability algorithms was partly different from the list obtained by our experimental “readout” (Fig. 7a). Based on the latter, we regarded *HNRNPL* as the best RT-qPCR normalizer for canine osteosarcoma at the level of total RNA templates (Spearman’s correlation: *p =* 0.006, *ρ* = 0.72; Pearson’s correlation: *p =* 0.004, *r* = 0.73; Fig. 7a and b right, Data S5). Expectedly, the logit transformation of qIHC scores improved Pearson’s correlation (poly(A) RNA templates: *r* = 0.47; *p* = 0.108 versus *r* = 0.65 (*p* = 0.016); total RNA templates: *r* = 0.64 (*p* = 0.019) versus *r* = 0.73 (*p =* 0.004)).

**Fig. 7:**
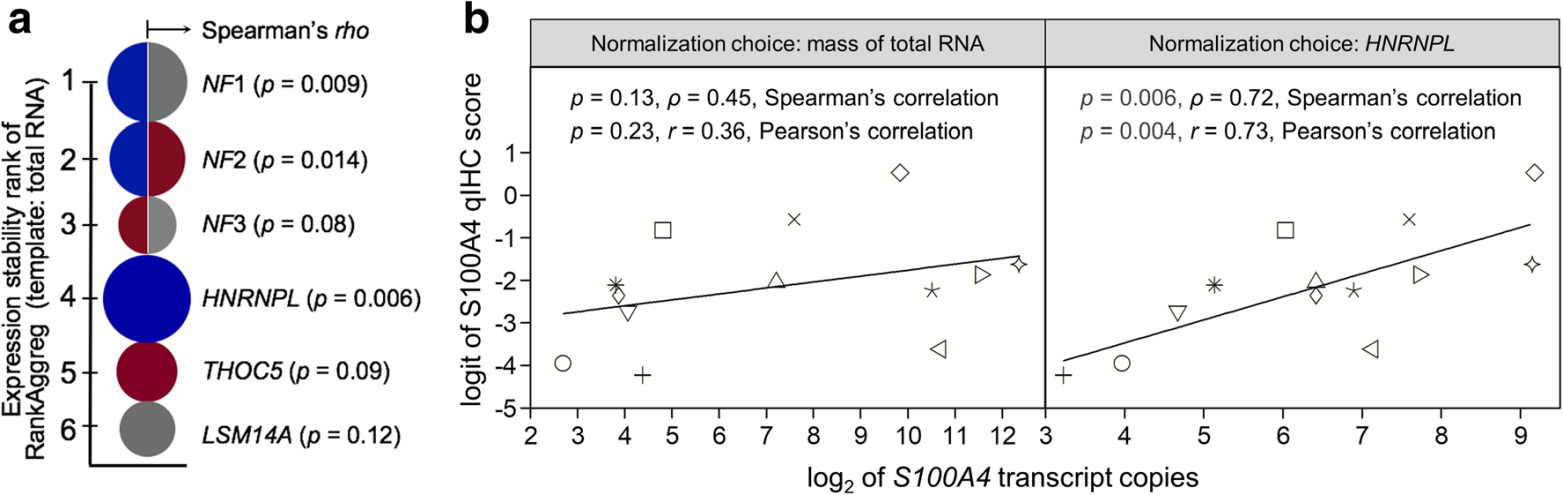
Noise reduction in transcript normalization uncovered association between mRNA and protein expressions of *S100A4* in canine osteosarcoma. **a** “Pearl” diagram presenting the stability of the three reference genes (depicted by colour) most stably expressed at the template level of poly(A) RNA in comparison to their two-gene combinations (*NF*1 to *NF*3) (depicted by bicolour circles). The best normalization choice for total RNA templates was determined by rank aggregation. The noise reduction of transcript measurement resulting from better normalization of target gene expression is illustrated by the increased circle radius that is proportional to the Spearman’s rank correlation coefficient (*ρ*) obtained for the linear association between mRNA abundance of *S100A4* and proportion of tumour area positive for its protein (Fig. 7b). **b** Copy number of *S100A4* mRNA was normalized by either the input amount of template in cDNA synthesis (left) or the best normalizer identified by using expression correlation analysis as the experimental “readout” (Fig. 7a, Data S5). *ρ*: Spearman’s rank correlation coefficient; *r*: Pearson’s correlation coefficient; *p*: significance value

Out of the three mRNAs of canine *S100A4*, transcript variant *a* showed the highest strength of association with the qIHC score of the translated protein (Fig. S5), a finding that is not surprising given its 95% contribution to the overall abundance of *S100A4* transcripts (Fig. 5d). Also note that for the large tumour of sample #0649, we determined two qIHC scores (Section 1: 3.1%; Section 2: 10.0%) and included only the score that yielded a better linear regression between the expression levels.

## Discussion

The correlation between mRNA and protein abundances depends on various biological and technical factors. Here we reduced the error of transcript measurement, exemplarily demonstrated for the target gene *S100A4* and dog osteosarcoma, a comparative oncology model. This facilitated uncovering association between the gene’s transcript expression and the abundance of the resulting protein measured in the context of tissue morphology (qIHC score). Two crucial parameters minimized the technical artefact in RT-qPCR data normalization required to accurately quantify the expression of a target mRNA, (*i*) selecting SEGs from mRNA-Seq data that were produced for the pathophysiological study condition and mined at exon-level resolution and (*ii*) using poly(A) RNA also as the template type for their confirmation by RT-qPCR (Fig. 8).

**Fig. 8:**
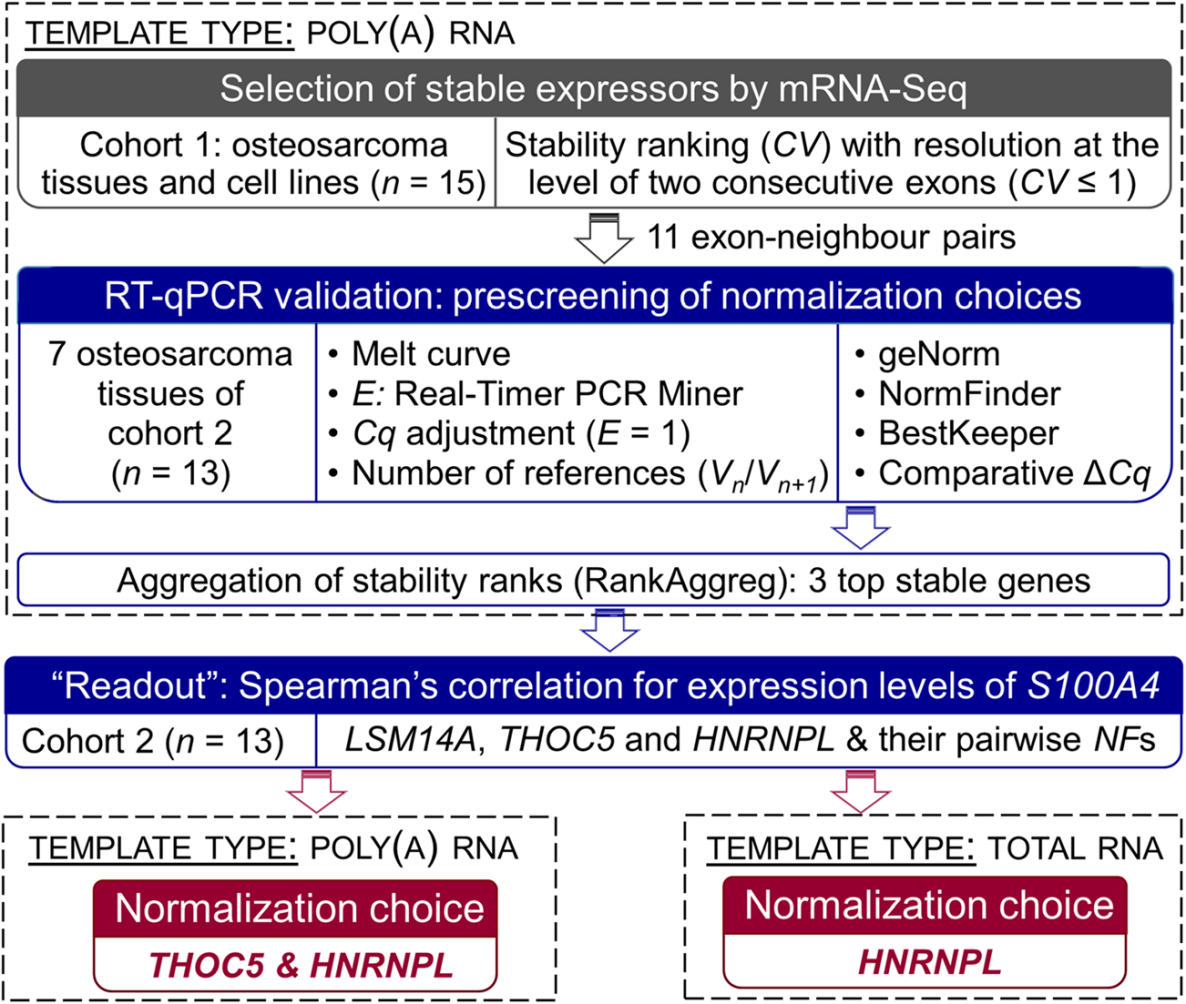
Methodology to select stable sequences for accurate normalization of RT-qPCR data in the context of canine osteosarcoma. The grey section shows the identification of neighbouring exon pairs with stable expression based on their *CV* in poly(A)-transcriptome sequencing by mRNA-Seq (grey box). To validate their expression stability by RT-qPCR, the same template type as of mRNA-Seq, i.e. poly(A) RNA was targeted (upper dashed box), and multiple statistical algorithms were applied (blue box). The exon pairs of *HNRNPL, THOC5* and *LSM14A* (Fig. 7a) were most stably expressed in poly(A) RNA templates according to rank aggregation (RankAggreg algorithm [48]). Together with their pairwise combinations (*NF*s) they were re-evaluated on the template level of total RNA. Strength of relationship between the expression intensity of *S100A4* at the mRNA and protein levels was used as the experimental “readout” for re-evaluation. We introduced this “post-control” to enable compensation for attributing the same weight to every stability algorithm, a practical option without any biological meaning that is arguable because some of the analytical approaches applied here for stability assessment include redundant information [25], as well as to compensate for changing the type of RNA template (right dashed box) and the composition of the RNA cohort. *HNRNPL*, a gene that exhibits a predominantly consistent expression across a wide range of human cancers [35], alone or together with *THOC5* was proposed by the workflow as normalization choice for total RNA or poly(A) RNA templates isolated from osteosarcomas (red boxes)

Expression profiling by next-generation sequencing offers the option to identify SEGs at exon resolution [26, 27]. This level of sequence resolution reduces interference from putative alternative splicing events (reviewed in [28]) that are hallmarks of cancer and determinants for its progression [29]. In this study, we asked whether an exon-neighbour pair would exhibit high expression stability irrespective of the heterogeneity and mutational burden reported for tumour phenotypes [30]. The splice junction between the two exons would facilitate a robust, intron-spanning qPCR assay design. Indeed, we found 11 genes that contributed pairs of consecutive exons to the top 100 most stable expressors (Data S2). 

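Among the 100 sequences with the lowest *CV* over the 11 libraries, 17 genes contributed pairs of direct neighbours, and Table S8 lists 9 of them. This overlap depended on the settings, with 4 genes of Table S8 among 13 after median-of-ratios scaling, 5 among 19 after scaling to equal totals and 1 among 15 in the 8 tissues alone. The 100 sequences came from 26 genes. When each library was left out in turn, the number of genes with such pairs lay between 14 and 22. The paper had asked whether pairs of neighbouring exons would be stably expressed in spite of tumour heterogeneity, and it answers from the genes that contributed such pairs to its most stable sequences.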

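Within the 8 tissues, the *CV* of the 12 sequences that bin numbers settle ranged from 6.97% (jackknife standard error 1.32) for the exon pair of *HNRNPUL1* to 17.2% (standard error 3.17) for that of *EMC4*. With the *CV* over the values of both bins of a pair together, an alternative chosen after seeing the data, the lowest was 10.1%, again for *HNRNPUL1*. The single exon of *BAG6* had a tissue *CV* of 50.9% (standard error 16.2) at bin 7, which the tissue *CV* of the paper rules out as its exon, and of 10.8% at bin 29. The median over all 13 sequences was 14.3% (standard error 1.05) with *BAG6* at bin 7, 13.0% with *BAG6* at bin 29, and 13.6% over the 12 sequences without *BAG6*. In the 4 tissues isolated with the RNeasy Fibrous Tissue Mini Kit the median was 16.2%, and in the 4 isolated with TRIzol it was 12.3%. After scaling to equal totals, the median over the 13 sequences was 17.7%.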

Irrespectively of the heterogeneous nature of the osteosarcoma tumour model studied, our SEGs selected by mRNA-Seq with exon-level resolution showed a rather narrow range of expression variation across osteosarcoma tissues (*CV*s: 10.4 to 17.1%, *n* = 10, Table S8). This stability was similar to that reported for relatively homogeneous samples comprised of cells and tissue of a non-pathological condition (*CV*s of ~ 15% [31] and 8 to 18% [27]). More heterogeneous material, e.g. various cancer types can produce similar expression stabilities (~ 10% for normal and malignant prostate tissue and > 13% or > 16% for two types of lung cancer [32]), but also, a considerably higher variation in the case of neuroblastoma, where high cellular heterogeneity is a hallmark (~ 30%; [31]). Notably, expression variation across the 13 exonic normalizer sequences was found to be lower when quantified by RT-qPCR (2.5 to 4.1%, Data S3) compared to mRNA-Seq measurement (Data S2). 

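For the mRNA-Seq side of this comparison, the spread of the 13 sequences over the 8 tissues was also taken on the log2 scale, to which *Cq* values are closer than counts are. The SD of the log2 values ranged from 0.099 for the exon pair of *HNRNPUL1* to 0.77 for *BAG6* at bin 7, with a median of 0.20; with *BAG6* at bin 29 the highest SD was 0.26. Expressed as a percent *CV* of the log2 values, the median was 3.03%, against 14.3% for the untransformed values. A percent *CV* of log2 values changes with the unit of the values, so the 3.03% cannot be compared with the percent *CV* of *Cq*. Counting of reads alone would be expected to give a *CV* of 0.0406 to 0.124 over the 11 libraries, around which single *CV*s scatter. No sequence had a *CV* under that of counting (0 of 13), and counting accounted for 16.3% of the squared *CV* in the median and for up to 90.2%, in *ANKFY1*. The median was 23.0% with *BAG6* at bin 29 and 19.7% over the 12 other sequences.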

We note that each dataset was produced from an independent cohort of osteosarcoma tissues randomly sampled (*n* = 7 and 10, respectively). Therefore, the discrepancy should be attributed to the higher technical noise putatively associated with traditional mRNA-Seq protocols including the one applied in our study. Such protocols can skew quantification due to inherent errors of PCR amplification required to obtain sufficient material for quantification. More recently, more accurate gene expression resulted from introduction of unique molecular indices into library construction [33].

Irrespectively of the highly heterogeneous nature of our tumour condition, just two reference sequences were sufficient for reliable normalization of RT-qPCR data according to expression stability assessment using the statistical algorithm geNorm. Typically, such remarkably high stability is reported only for less complex physiological contexts (Table S6). In other terms, our stable exons varied only little in expression according to the RT-qPCR data (osteosarcoma tissues of set 2, *n* = 7). For example, the genes that composed the final *NF, THOC5* and *HNRNPL*, showed a 3.6- and 3.7-fold difference between minimum and maximum expression. Slightly less variation of expression (~ 2-fold) was determined earlier at our facility when selecting SEGs for the intestine of laboratory mice [34]. To enable optimal precision, both studies used cDNA replication and a qPCR assay setup automated by a liquid handling system. We attributed the slightly higher fluctuation in our tumour context to the prolonged time required for processing an osteosarcoma tissue compared to intestine tissue derived from a laboratory animal model such as the mouse and to the general intrinsic heterogeneity and genetic instability of tumours. We also note that *HNRNPL* was recently declared as consensus reference gene for a range of human cancer types based on large-scale expression datasets [35].

Another key requirement of our transcript measurement approach was the consistent use of poly(A) RNA as template type across selection and verification of SEGs performed by mRNA-Seq and RT-qPCR analyses, respectively. This avoided interference from altered proportions of mRNA to rRNA [36]. The two transcriptome fractions are synthesized by different RNA polymerases, polymerases I and II, and show different proportions in various physiological or disease contexts related to proliferation and cellular biogenesis. For example, rRNA expression can be affected by biological factors such as viral infections [37], drugs [38], cancer [39] and exercise [40]. The use of poly(A) RNA instead of total RNA as the template in RT-qPCR considers the generally assumed fact that tumour cells overexpress rRNA species and that the processing of the polycistronic 45S rRNA transcript into the mature 28S, 18S and 5.8S rRNA species is a multistep process subject to many potential modes of regulation [41]. The quantitative dominance of rRNAs species in total cellular RNA can cause altered rRNA-to-mRNA ratios across tumour samples of different grading and staging and can finally impair identification of SEGs [42]. Our study context, osteosarcoma, belongs to the tumour types where high proliferation is accompanied by a remarkable reduction of the number of 45S rDNA repeats [43] that give rise to the three most abundant components of cellular RNA 28S, 5.8S and 18S. The species can be individually modulated and be aberrantly expressed between tumour and normal tissues [41] or even across specimens of the same type of tumour [36]. In addition, using poly(A) templates across SEG selection and validation avoids confounding from non-polyadenylated circRNAs that are derived by back-splicing from pre-mRNAs [44] and are practically absent from mRNA-Seq data. Except of the unique back-splice junction sequence, non-polyadenylated circRNAs are indistinguishable from the mRNA sequence and thus can distort the matching between mRNA-Seq and RT-qPCR data if the latter was produced on total RNA templates [45]. Taken together, we regarded template-type similarity as a key and obvious requirement to select and verify SEGs that should not be neglected. Irrespectively of the arguments listed above, this important point was commonly ignored by earlier studies identifying SEGs from mRNA-Seq data (Table S6).

The power of our novel normalization choice was exemplarily demonstrated by quantifying the abundance of a chosen target transcript (*S100A4* mRNA) using RT-qPCR. We found that the novel normalizer, *HNRNPL*, produced a shift from no to high significance for the correlation between mRNA abundance and the qIHC score of the tumour marker S100A4 compared to normalization by RNA input mass (Fig. 7b right). The fact that the qIHC score represents a proportion, and thus is constrained to lie between 0 and 1, means that care must be taken in its statistical analysis, because the possible qIHC variance depends on its mean level. In our study, we used a logit transformation to account for this structure, allowing variances from different mean qIHC scores to be more naturally compared. This was essential to uncovering the association between *S100A4* transcript abundance and the proportion of S100A4-positive tumour area. However, variance-stabilizing transformations have been previously neglected when regressing a target mRNA with the qIHC proportion score of the corresponding protein. The association between the two gene expression levels of S100A4 was uncovered even though the extracellular localization of S100A4 is increased in the state of cancer [46] and transcript counts and qIHC scores originated from different sections of a tumour tissue, frozen or formalin-fixed, paraffin-embedded (FFPE) sections, respectively. Future investigation should clarify whether replicated qIHC measurement would provide potential to further improve quality of correlation between mRNA and protein expression. For PCR-based DNA amplification, technical replication represents an intrinsic requirement due to its exponential nature. Technical replication in qPCR-based quantification, for example, allows exclusion of bad data points, e.g. outlying *Cq* values in case of more than two replicates. Currently, replicate measurement of a sample’s qIHC score is not common. This might be explained by the attempt to avoid resource allocation conflicts that occur when competing needs require the use of scarce or valuable tumour material, the linear character of the immunostaining signal or the higher experimental costs. Although true technical replication is nearly impossible in qIHC analysis due to the spatial heterogeneity of a tumour, future investigation should issue the potential of replicate qIHC scoring for fine-tuning linear regression between mRNA counts and qIHC scores of a particular gene. For example, the coefficient of determination (*r*^2^) could be used as indicator of how well the experimental data fit the regression line. The maximum *r*^2^ could point to paired cryosections and FFPE tissue samples derived from a certain tumour sample that fit best with the regression line and thus could assist in the removal of the less-matching qIHC replicate. A related approach is commonly used to determine the optimal fluorescence threshold to generate the best fitting curve from serial standard dilutions in qPCR [47].

## Electronic supplementary material

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

ESM 6

ESM 7

ESM 8

ESM 9

ESM 10

ESM 11

ESM 12

ESM 13

ESM 14

ESM 15

ESM 16 (R 1 kb)

ESM 17

ESM 18 (R 2 kb)

## Data Availability

The mRNA-Seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (accession GSE147550).RNA-seq data of samples DOS-8, DOS-73, OSCA-8, OSCA-78 were submitted earlier to the Gene Expression Omnibus (https://urldefense.proofpoint.com/v2/url?u=http-3A__www.ncbi.nlm.nih.gov_geo&d=DwIGaQ&c=vh6FgFnduejNhPPD0fl_yRaSfZy8CWbWnIf4XJhSqx8&r=SP79iS6nw5Lwa7x8SWJpMZXA77zhJY0DVjp7Ka6Qhk8&m=icC698z5kLpXNKs5Wpu3jMEC0Uwy8TRj2oo7QL4L1Qk&s=-Bf_72bI-2jwtpc9bQk4nSvxojsBV8oCKTuKT9cOsWY&e= ; accession number GSE95185). For further details and references see Supplementary Materials and Methods available online.

## Abbreviations

circRNAs: Circular RNAs
*Cq*: Cycle of quantification
*CV*: Coefficient of variation
dPCR: Digital PCR
*E*: Amplification efficiency of qPCR
GO: Gene ontology
NCBI: National Center for Biotechnology Information
*NF*: Normalization factor
qIHC: Quantitative immunohistochemistry
mRNA-Seq: Poly(A) RNA sequencing
RT-qPCR: Reverse-transcription quantitative PCR
SEG: Stably expressed gene
S100A4: S100 calcium binding protein A4
UTR: Untranslated region

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 7

**Data S7. Copy number counting of *S100A4* transcript variants by dPCR**

| **Variant *b*** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | | | Template volume (µl) | Copies per μl dPCR | Copies per μl cDNA | | Precision  (%) |
| Name | | Template |  |  | Value | Confidence interval |  |
| Osteoblasts* | | poly(A) RNA | 3.0 | 385.8 | 2,315.0 | 2,245.6 – 2,386.6 | 3.1 |
| #1186-1 (1:6) | | poly(A) RNA | 6.0 | 0.4 | 6.6 | 2.8 - 15.9 | 140.0 |
| #1220 | | poly(A) RNA | 5.0 | 111.3 | 400.6 | 379.8 - 422.6 | 5.5 |
| #1278 | | poly(A) RNA | 3.0 | 1.2 | 7.4 | 4.5 - 12.0 | 63.0 |
| H_2_O | | poly(A) RNA | 6.0 | 0.1 | 0.3 | 0.0 – 1.8 | 610.0 |
| **Variant *c*** | | | | | | | |
| Osteoblasts* | poly(A) RNA | | 1.7 | 393.4 | 4,165.0 | 4,036.4 - 4,295.2 | 3.1 |
| #1186-1 | poly(A) RNA | | 6.0 | 8.7 | 26.1 | 21.7 - 31.5 | 20.6 |
| #1278 | poly(A) RNA | | 2.0 | 3.5 | 31.7 | 23.8 - 42.3 | 33.5 |
| H_2_O | poly(A) RNA | | 6.0 | 0.1 | 0.2 | 0.0 – 1.7 | 610.0 |
| Variants *a*, *b* and *c* (consensus assay) | | | | | | | |
| #2097 | | poly(A) RNA | 2.0 | 1,606.1 | 14,454.9 | 14,185.5 - 14,728.5 | 1.9 |
| #2097 | | total RNA | 6.0 | 28.7 | 86.2 | 78.3 - 95.1 | 10.2 |

Precision refers to the number of positive dPCR partitions. The different volumes of cDNA input resulted from the amount of material available. The concentration of the original cDNA was calculated by taking the volume of input cDNA and the volume of dPCR master mix into account.

*Normal canine osteoblasts (catalogue no. Cn406-05; Cell Applications Inc., San Diego, CA, USA) used as calibrator for translation of *Cq* values into copy numbers.

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 9

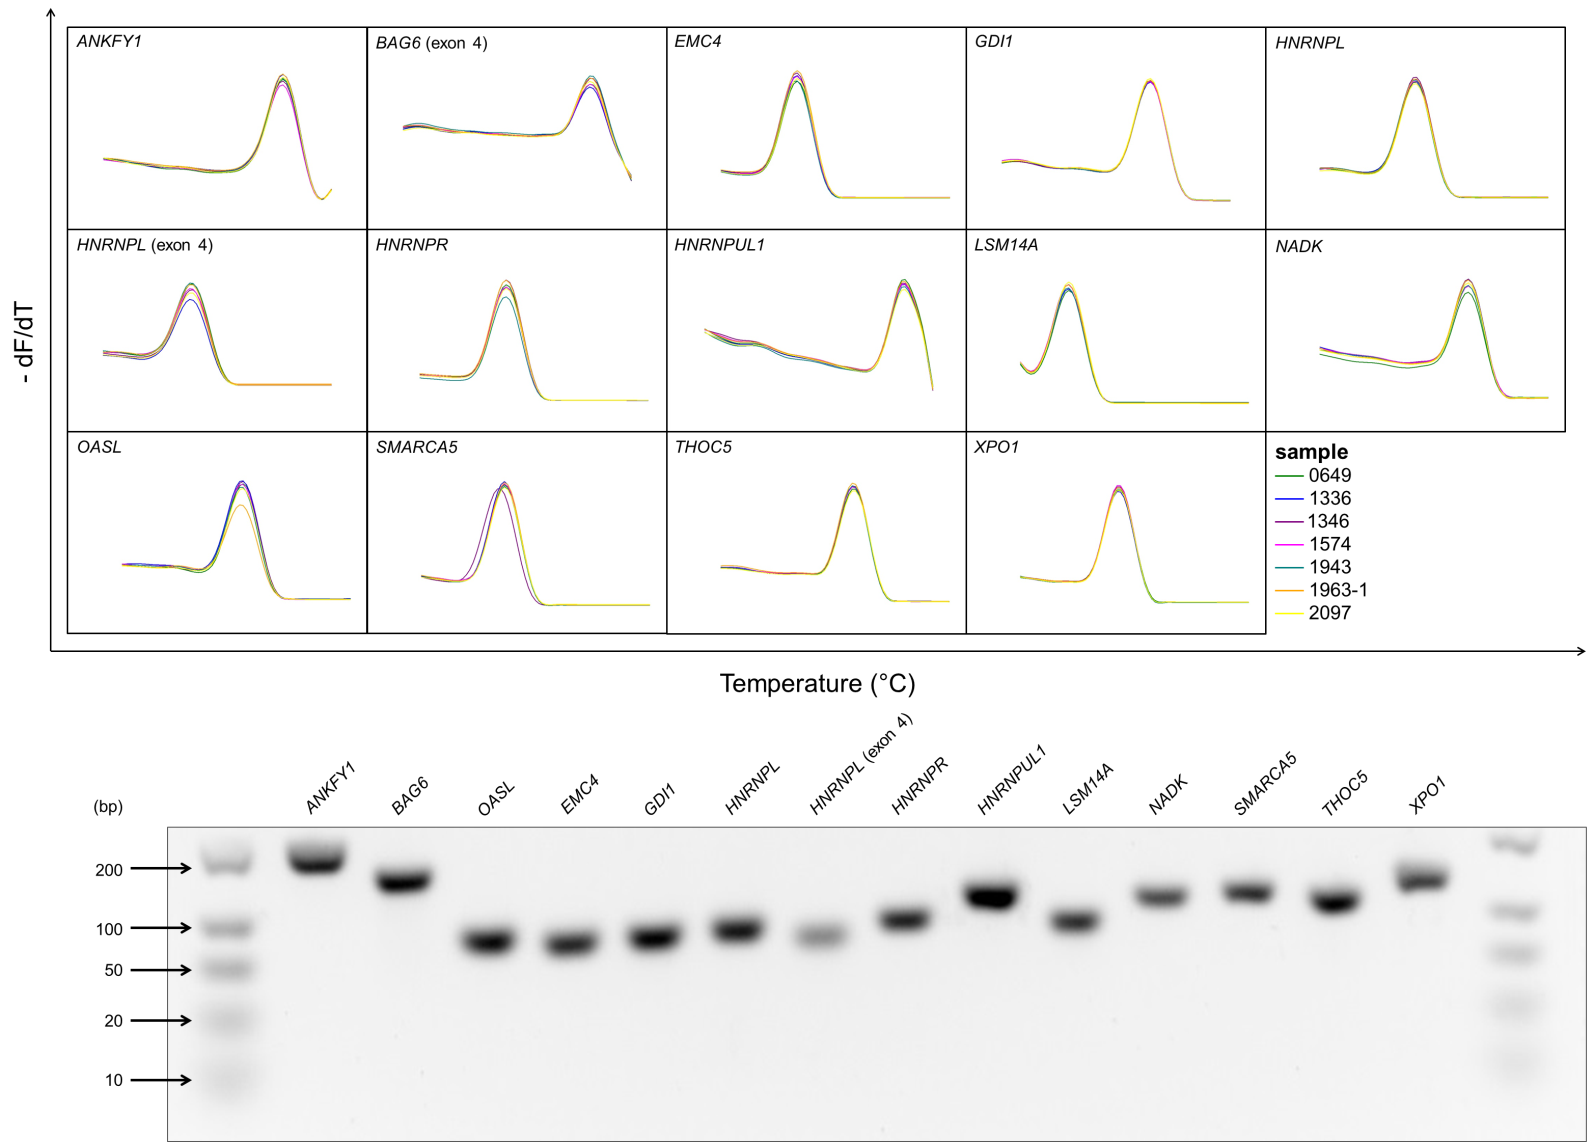

**B**

**A**

**Fig. S1**

**Specificity of qPCR primers was confirmed by melting analysis (A) and 1 % agarose gel electrophoresis (B) of the assay amplicons.** Osteosarcoma samples of set 2 were used for sequence validation.

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 10

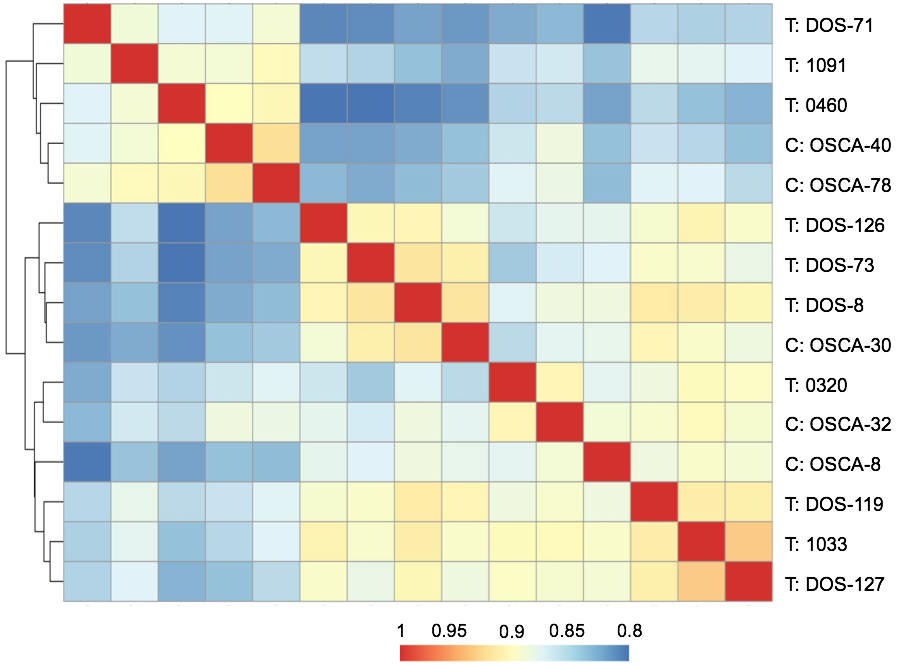

**Fig. S2**

**Unsupervised hierarchical clustering of mRNA-Seq data from canine osteosarcoma samples aligned to the genome of the dingo *Canis lupus dingo*.**

Samples: tissues (T) or cell lines (C) of set 1.

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 11

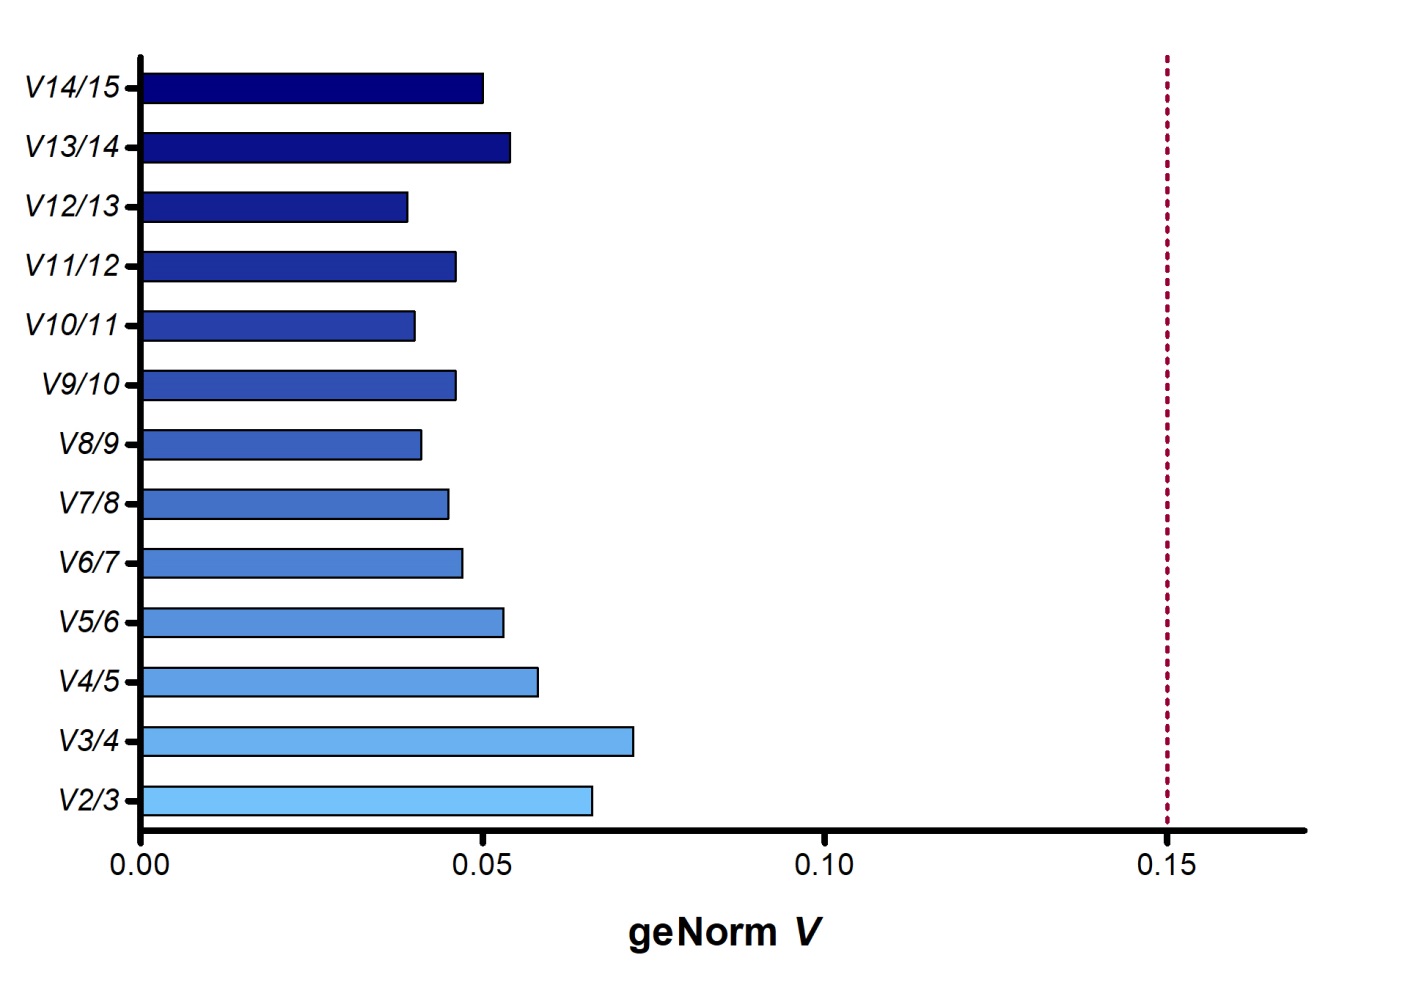

**Fig. S3**

**Two sequences are sufficient for normalisation of RT-qPCR data in the context of canine osteosarcoma.** The optimal number of normalisers was evaluated by the geNorm software [1]. The tool calculated *V* values as a pairwise variation, *V_n_/V_n+1_*, between two consecutively ranked normalisation factors (*NF*) after the stepwise addition of the next stable sequence of the list (*NF_n_* and *NF_n+1_*), where *n* indicates the number of the most stable reference sequences. The dashed line indicates the recommended cut-off for pairwise variation of 0.15 below which the inclusion of a further sequence would not add to the stability of the normalisation factor.

**References**

[1] Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3:RESEARCH0034.

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 12

**
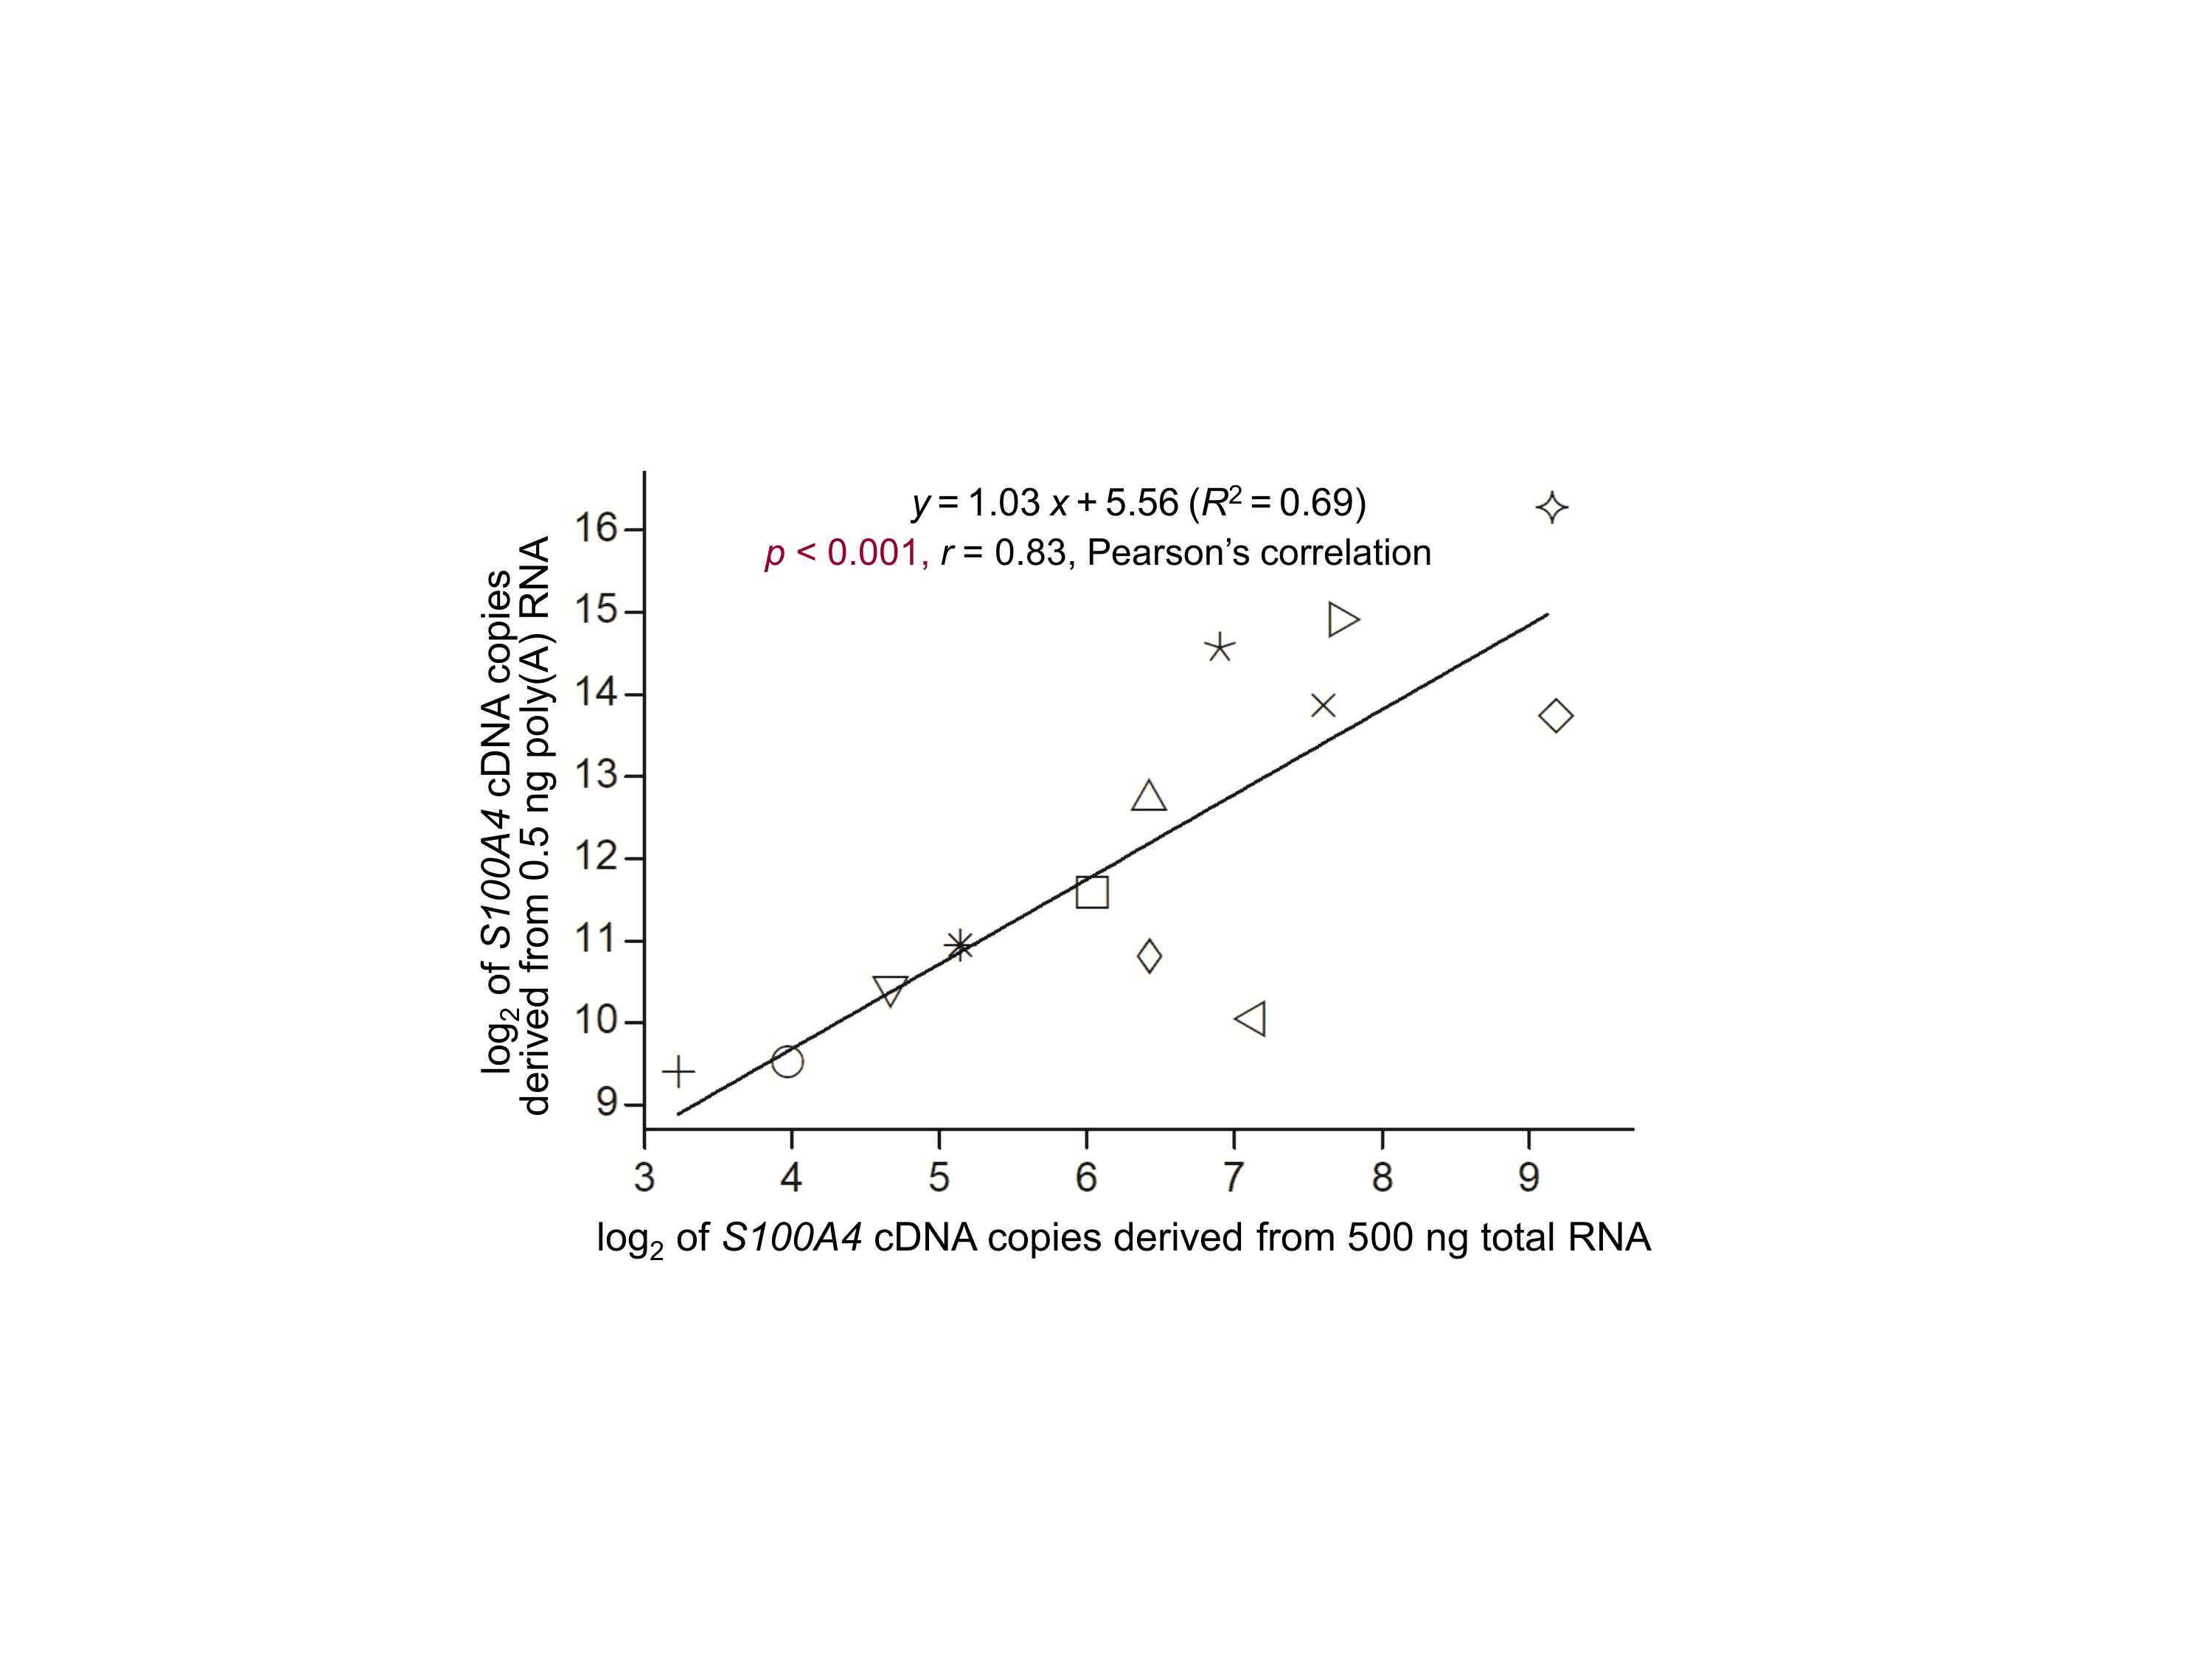
**

**a**

**b**

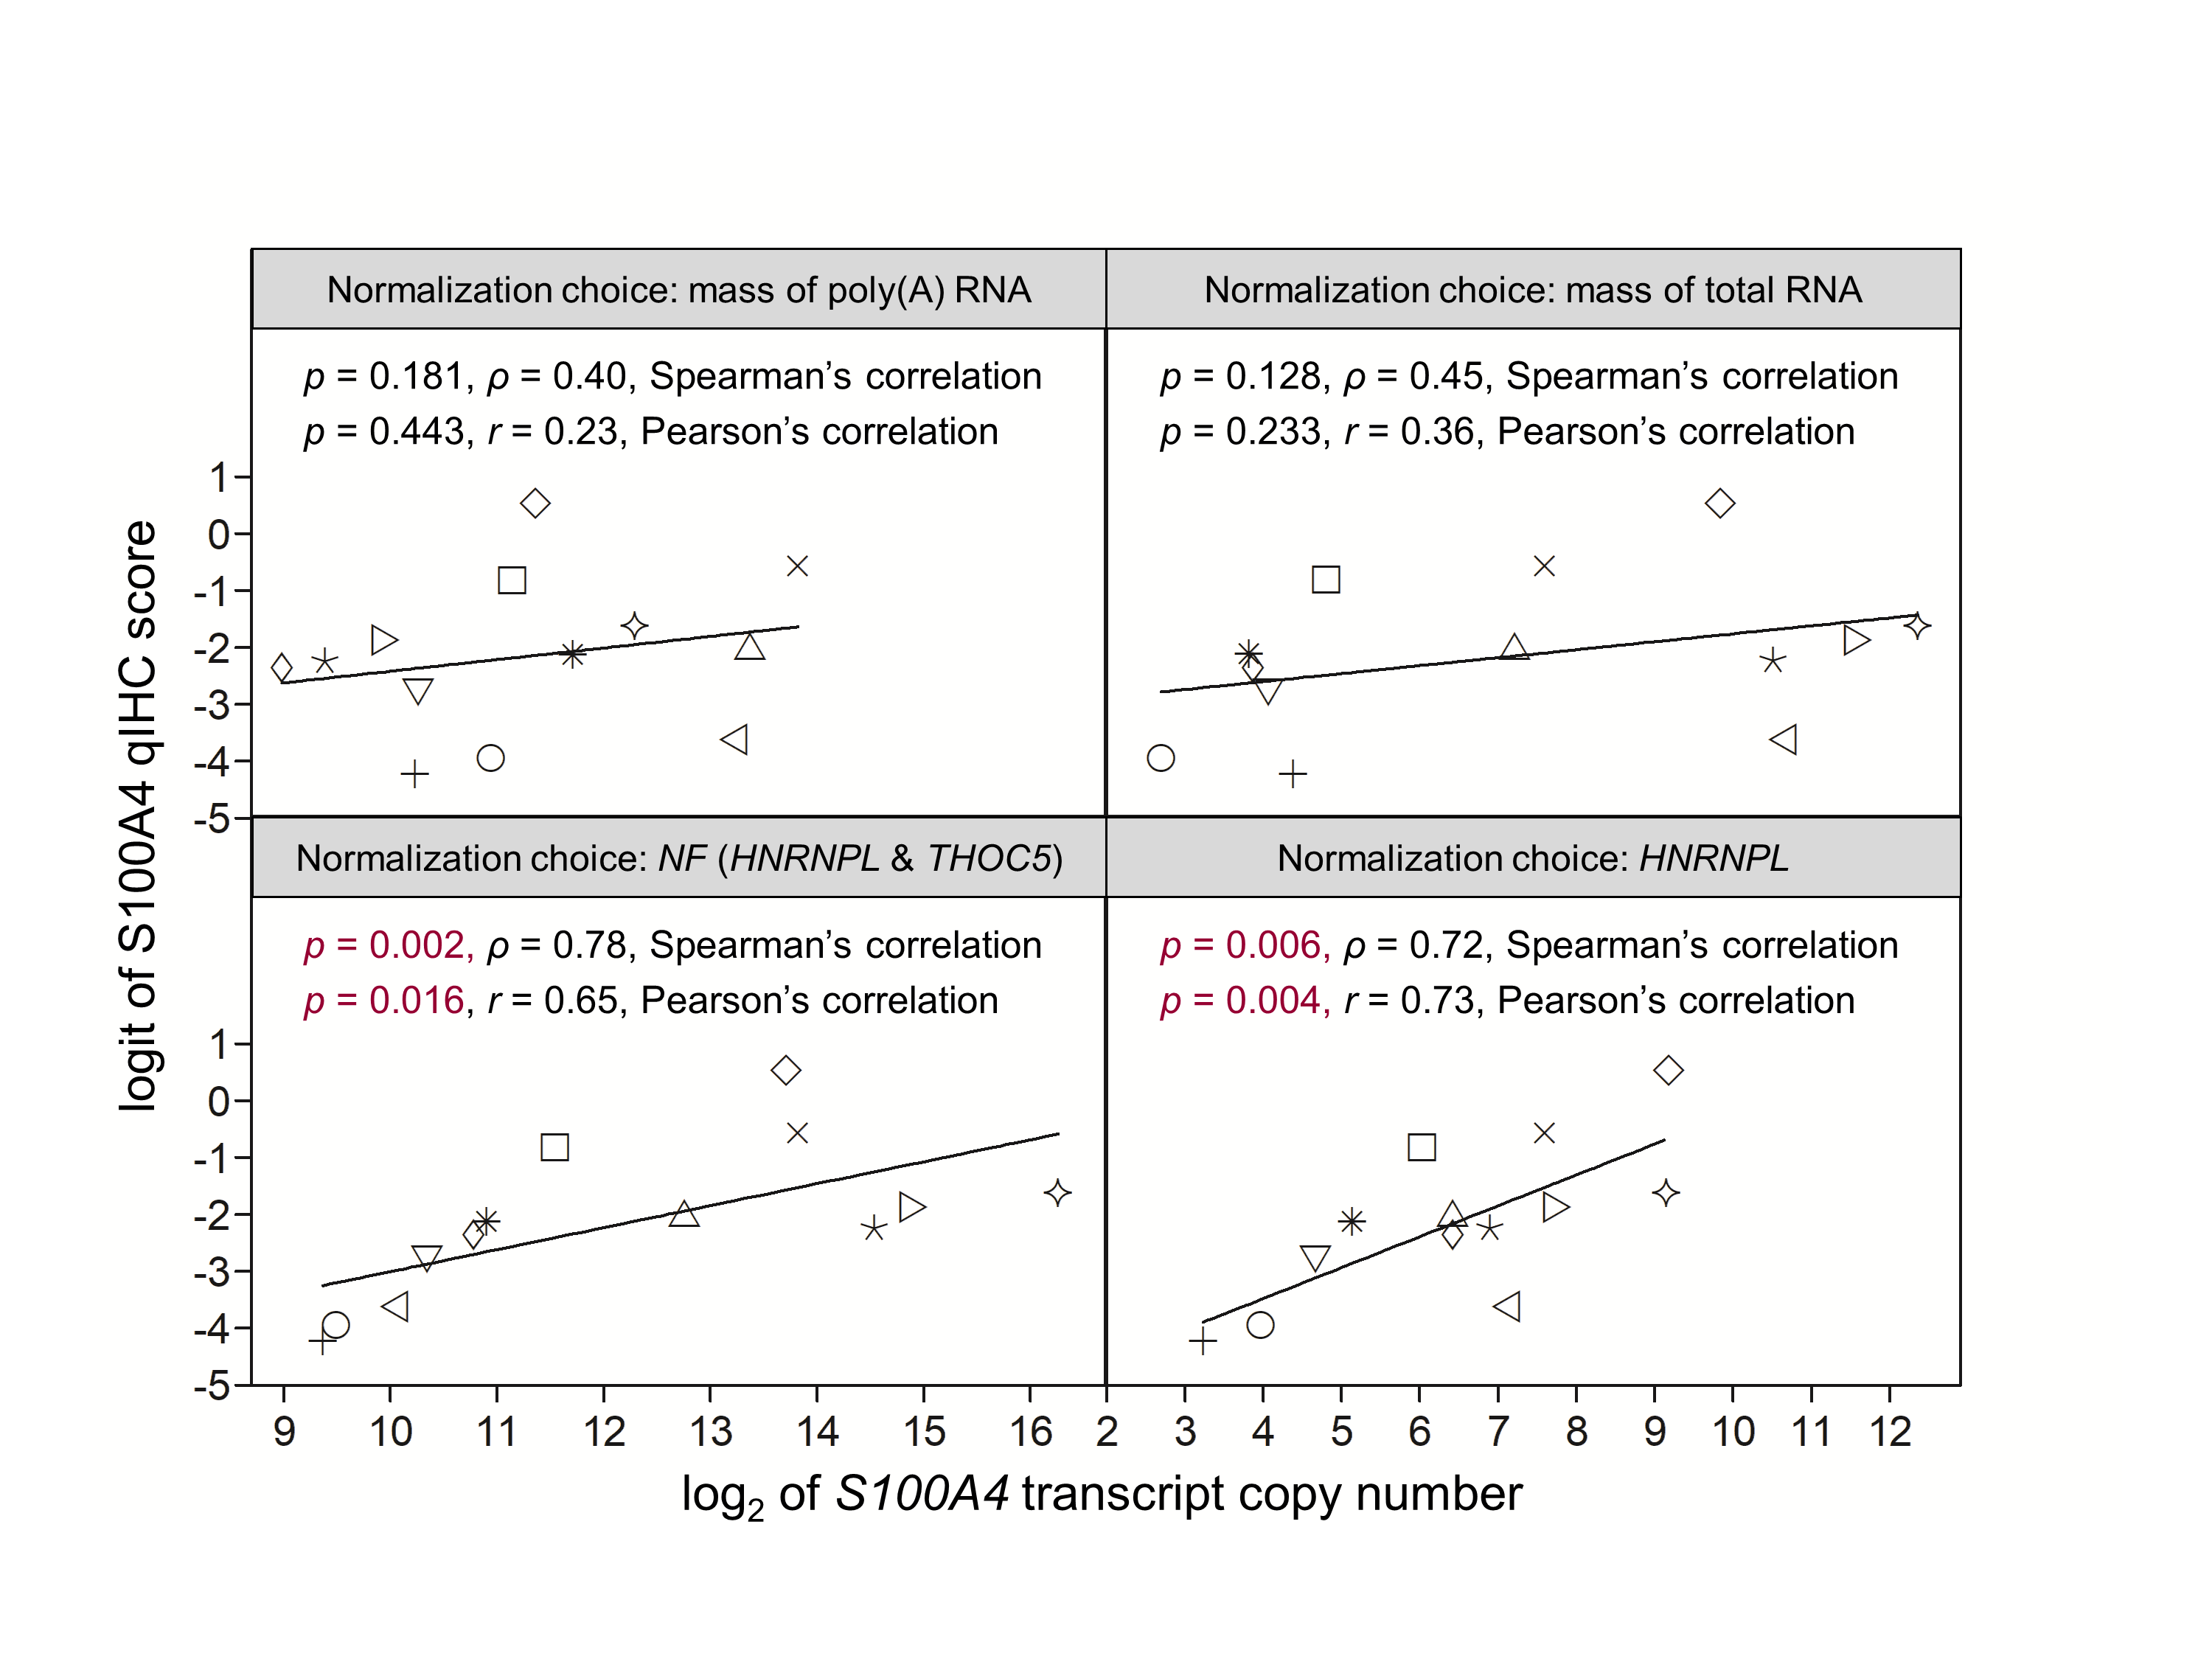

**Fig. S4**

**Association between transcript and protein expression levels of canine *S100A4* can be uncovered by normalisation with consecutive exons optimised for the biological context.**

**a** Both total cellular RNA or its poly(A) RNA fraction are suitable template types for measuring overall transcript expression of canine *S100A4*. For sample identities see Fig. 5d.

**b** We failed to detect a significant relationship between the two expression levels of *S100A4* when normalising with RNA mass used as template in cDNA synthesis (upper left: 500 pg poly(A) RNA or upper right: 500 ng total RNA), in contrast to normalisation with the geometric mean of the consecutive-exon pairs of *HNRNPL* and *THOC5* at mRNA-template level (lower left) or just *HNRNPL* in case of total RNA templates (lower right).

Protein abundance was expressed as the proportion of tumour area stained (qIHC score). Out of the two replicate qIHC scores measured for sample #0649, only the value that better matched the overall mRNA to protein correlation was presented. Samples: validation cohort (set 2, Table S2).

*p:* corresponding significance value (in red: *p* ≤ 0.05);

*ρ*: Spearman's rank correlation coefficient;

*r*: Pearson’s correlation coefficient

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 13

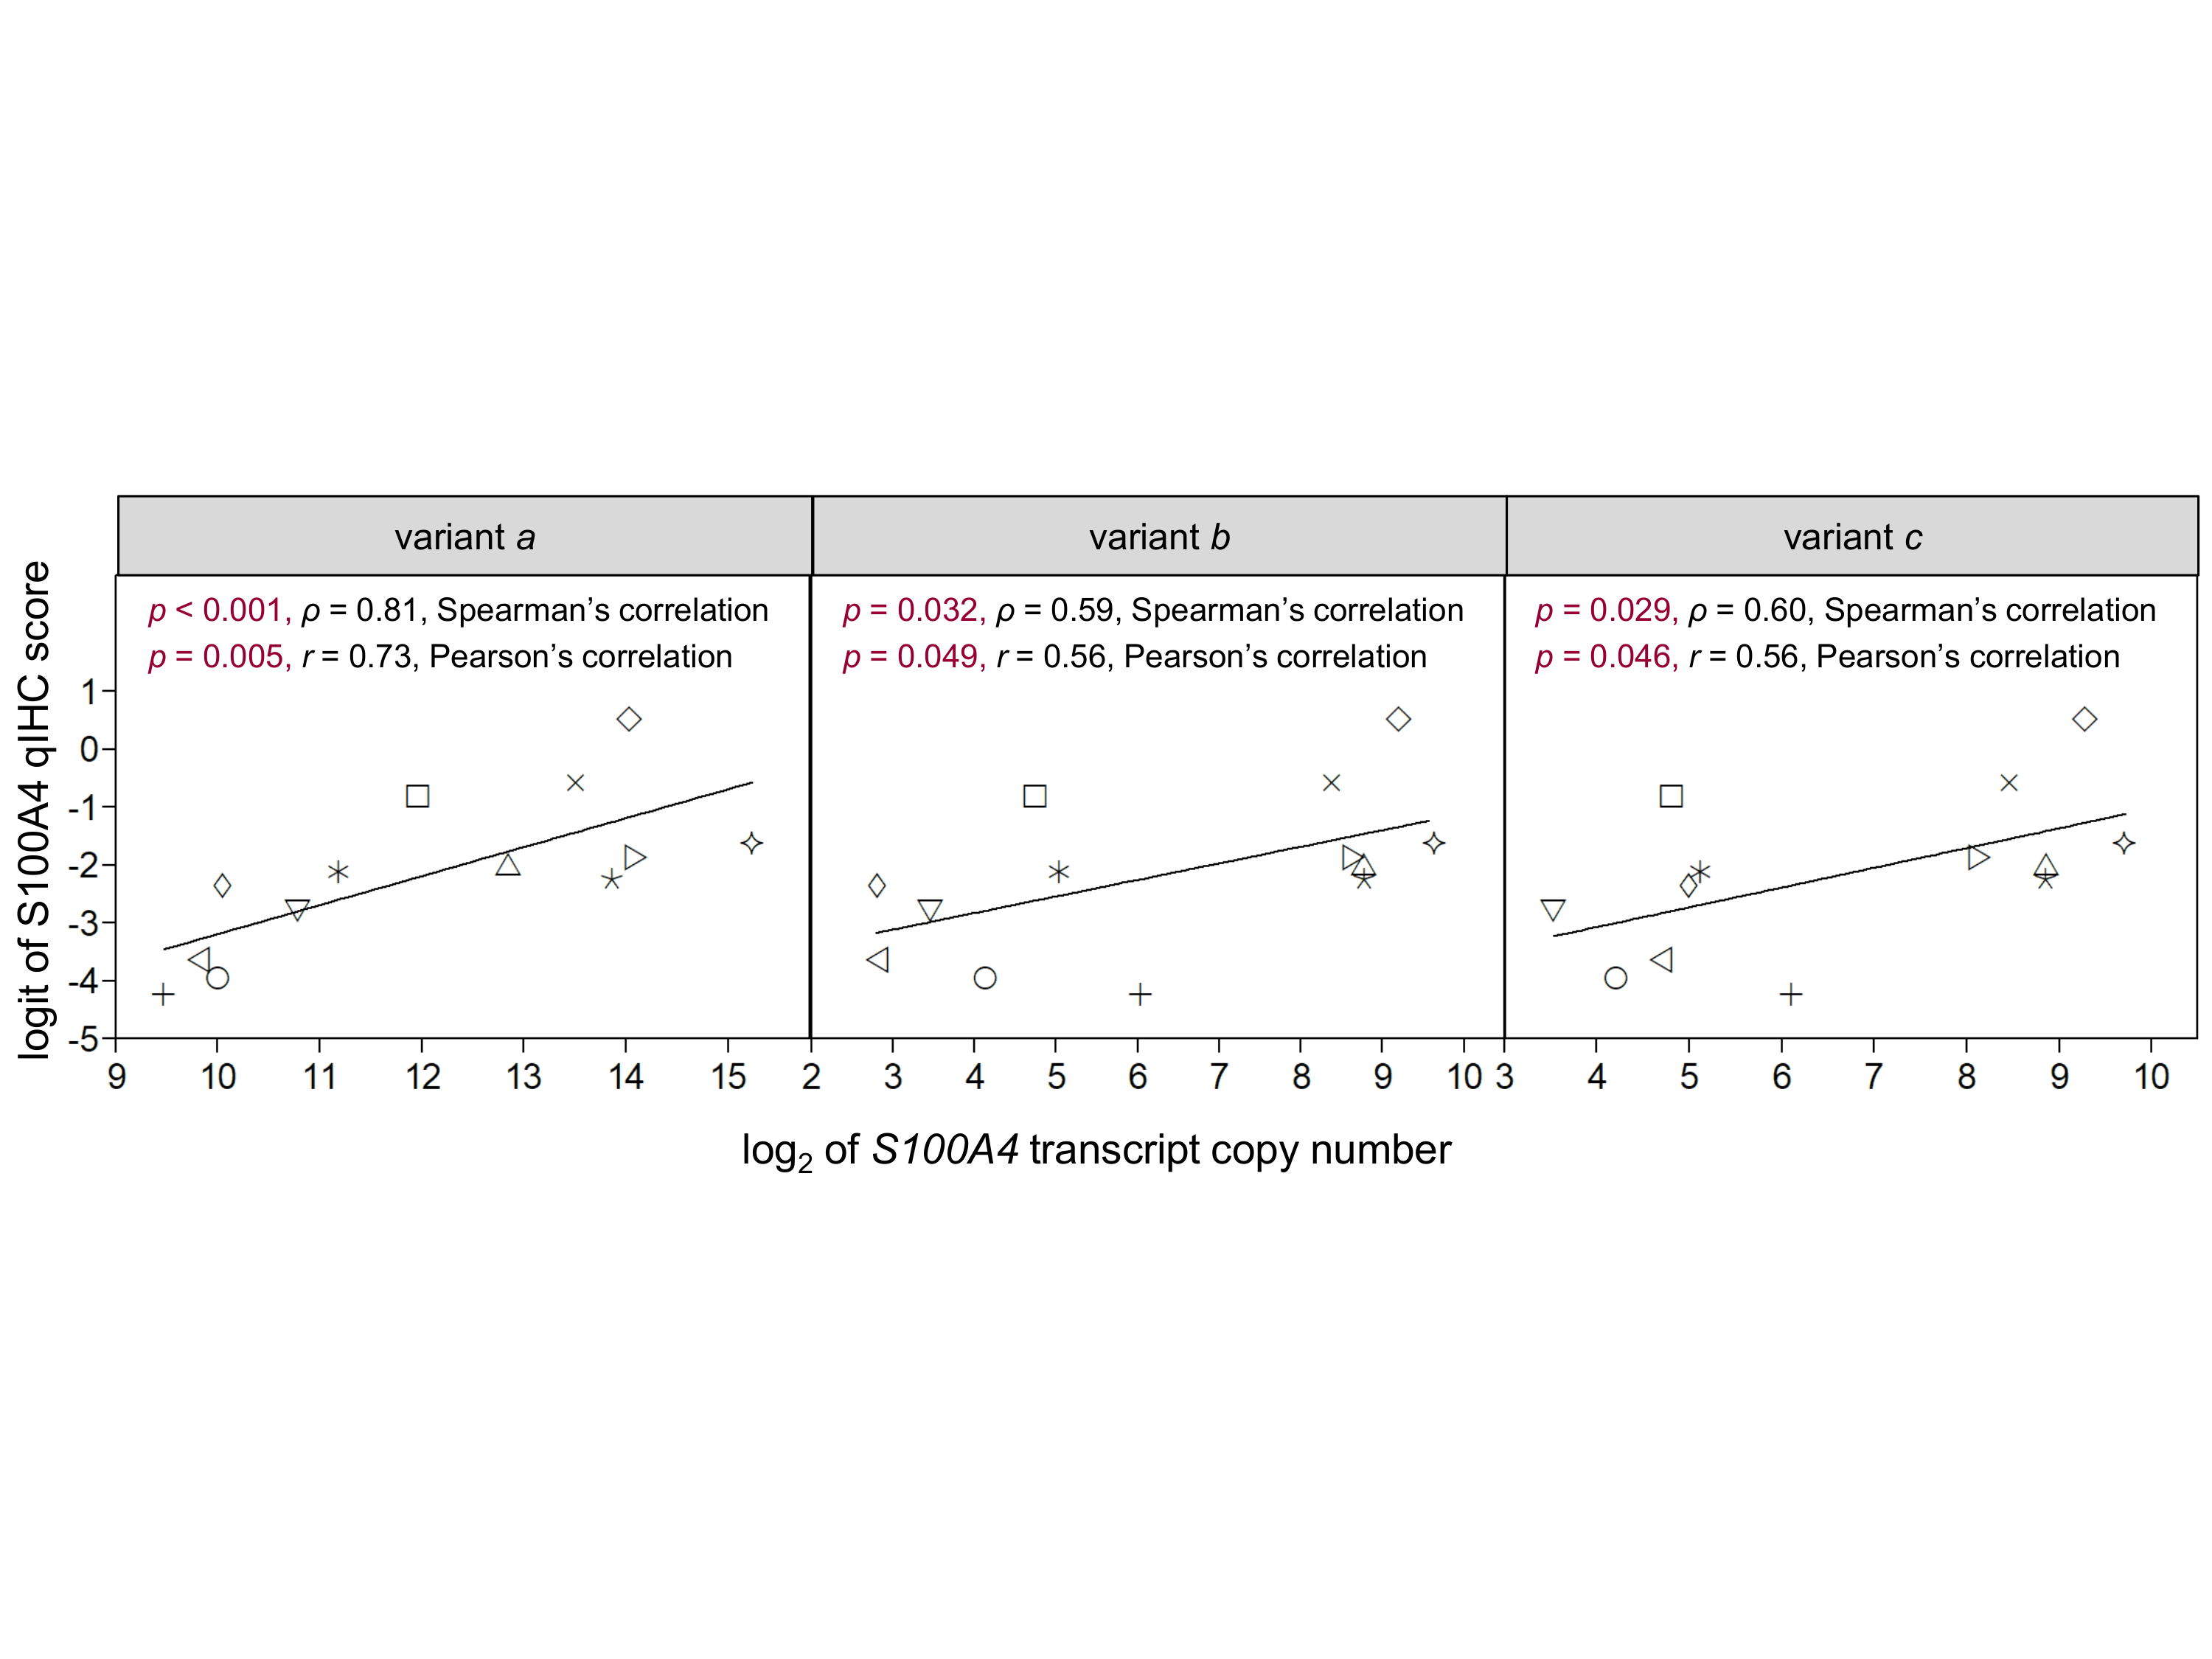
**Fig. S5**

**The major transcript variant *a* of *S100A4* better correlates with the qIHC score of the S100A4 protein compared to its mRNA species *b* & *c*.** Expression of the three mRNA species was normalised by the normalisation factor derived by calculating the geometric average of consecutive-exon pairs of the gene combination *HNRNPL* and *THOC5*. Protein abundance was expressed as qIHC score representing the proportion of tumour area stained. Samples: set 2 (Table S2).  Out of the two replicate qIHC scores measured for sample #0649, we included only the value that better fitted to the regression line in Fig. 7.

*p:* corresponding significance value; *ρ*: Spearman's rank correlation coefficient.

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 14

**Table S1. Tissue samples and cell lines of canine osteosarcoma used for mRNA-Seq analysis (material set 1)**

| Sample | | Breed (gender) | Age at diagnosis (years) | Origin | Histo-pathologial subtype | Treatment | Survival since diagnosis (months) | Proli-feration type^‡^ | RNA isolation protocol^§^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Osteosarcoma tissues |  |  |  |  |  |  |  |  |  |
| 0320 | | mixed (♀) | 12.5 | distal femur/ proximal tibia | osteochondro-sarcoma | no^†^ | 0.00 | unknown | 1 |
| 0460 | | Landseer (♀) | 6.2 | distal tibia | osteoblastic | carboplatin | 1.63 | unknown | 1 |
| 1033 | | Boxer (♀) | 7.1 | distal tibia/lung metastasis | teleangiectatic (lung metastasis) | carboplatin | unknown | unknown | 1 |
| 1091 | | Leonberger (♀) | 7.0 | distal tibia | osteoblastic | amputation | unknown | unknown | 1 |
| DOS-8 | | Rottweiler (♂) | 2* | left proximal humerus | osteoblastic variant | unknown | unknown | aggressive | 2 |
| DOS-71 | | Golden Retriever (♀) | 6.7 | unknown | osteoblastic | SOC | 16.00 | aggressive | 2 |
| DOS-73 | | Golden Retriever (♀) | 2.5 | right proximal tibia | osteoblastic | palliative | 1.48 | less aggressive | 2 |
| DOS-119 | | Great Pyrenees (♀) | 8.4 | right distal radius | osteoblastic | no^†^ | 0.00 | unknown | 2 |
| DOS-126 | | Great Dane (♂) | 4.6 | left distal radius | not analysed | SOC | 2.47 | unknown | 2 |
| DOS-127 | | English Mastiff (♀) | 7.2 | front leg | osteoblastic | palliative | 0.00 | unknown | 2 |
| Primary cultures of osteosarcoma cells |  |  |  |  |  |  |  |  |  |
| OSCA-8 | | Rottweiler (♂) | 2* | left proximal humerus | osteoblastic variant | unknown | unknown | aggressive | 3 |
| OSCA-30 | | German Shepherd (♂) | 8.7 | left distal radius | osteoblastic | SOC | 20.61 | less aggressive | 3 |
| OSCA-32 | | Great Pyrenees (♀) | 8.7 | left distal radius | fibroblastic OS variant | SOC | 11.01 | less aggressive | 3 |
| OSCA-40 | | Saint Bernard (♀) | 5.8 | right distal femur | osteoblastic | amputation | 1.18 | aggressive | 3 |
| OSCA-78 | | German Shepherd (♂) | 9.5 | right distal femur | fibroblastic/ osteoblastic mix | SOC | 2.50 | aggressive | 3 |

*Might be younger (~1 y); ^†^Euthanized at diagnosis; ^‡^Information on the level of tumour aggressiveness was taken from: Scott, M. C*. et al*. *Bone* **49**: 356-67 (2011); ^§^1: RNeasy Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany), 2: TRIzol™ Reagent (Thermo Fisher Scientific, Waltham, MA, USA), 3: RNeasy Mini Kit (Qiagen); SOC: standard-of-care chemotherapy

# Supplementary material for: S100A4 mRNA-protein relationship uncovered by measurement noise reduction
**Source:** J Mol Med (Berl). 2020 Apr 15;98(5):735–49. doi: 10.1007/s00109-020-01898-8
**Supplement:** Supplementary file 15

**Online Supplemental Methods**

**Materials and methods**

**Biological material**

Normal canine osteoblasts (Cell Applications Inc., San Diego, CA, USA; catalogue no. Cn406-05) were cultured in a canine osteoblast medium (Cell Applications Inc., catalogue no. Cn417-500).

Samples of spontaneously developed osteosarcoma were collected from large- and medium-sized dog breeds during routine medical treatment at the College of Veterinary Medicine of the University of Minnesota or at the Animal Hospital of the University of Veterinary Medicine of Vienna, following the rules of the local ethical committees. For transcript profiling by mRNA-Seq or RT-qPCR, experimental specimens were grouped into two sets, termed set 1 and set 2, respectively. Set 1 included ten osteosarcoma tissues (#0320, #0460, #1033, #1091, DOS-8, -71, -73, -119, -126 and -127) and five primary cell lines (OSCA-8, -30, -32, -40 and -78) derived from newly diagnosed patients prior to treatment with cytotoxic chemotherapy drugs (Table S1). The processing of tumour specimens and generation of primary cell cultures has been described earlier [1, 2]. Set 2 comprised exclusively tumour tissue (*n* = 13, Table S2). Clinical and pathological data of the sample cohort are listed in Tables S1 and S2, respectively. Aliquots of osteosarcoma tissue were snap-frozen at -170 °C or preserved in an RNA-stabilising buffer (RNAlater; Qiagen, Hilden, Germany) and stored in the gas phase over liquid nitrogen.

**Short Tandem Repeat DNA Profile Analysis for cell line authentication**

To exclude cross-contamination and other causes of misidentification, the five osteosarcoma cell lines used in this study were genotyped at 15 short tandem repeat (microsatellite) loci. Profiling of microsatellites was performed by IDEXX BioResearch ([www.idexxbioresearch.com](http://www.idexxbioresearch.com)). For authenticating genetic relatedness between donor (tumour tissue or original cell line) and the cell line at the respective passage used for this study, we adopted a threshold of at least 80 % matching alleles [3]. This percentage match limit was based on the idea that the microsatellite profile from a malignant tissue can vary with loss of heterozygosity and an elevated incidence of microsatellite instability and complexity and allowed for some genetic drift with increasing passage number of a cell line. The match value was obtained by dividing the number of shared alleles by the total number of alleles in the questioned profile.

Our authenticating genotype data included one to two deviating microsatellite alleles, mostly loss of heterozygosity rather than a change in the allele length (Data S1).

**Extraction of total RNA**

RNA of normal osteoblasts and a part of the tissues of sample set 1 was isolated using the TRIzol™ Reagent, a monophasic solution of phenol and guanidine isothiocyanate (Thermo Fisher Scientific, Waltham, MA, USA).  RNA of tissues of set 2 and cultured osteosarcoma cells of set 1 was extracted with a silica-based membrane combined with micro-spin technology.

For TRIzol™ extraction from osteoblast cells [3] or osteosarcoma tissue (50 to 100 mg), one millilitre of the reagent was used. Subsequently, samples were supplemented with 0.2 ml chloroform, vortexed vigorously for 15 s and incubated at room temperature for 10 min. Following centrifugation at 12.000 × *g* at 4 °C for 15 min, the RNA-containing upper phase was transferred into a fresh 1.5 ml tube and precipitated with 0.5 ml isopropyl alcohol. Once again, the samples were incubated at room temperature for 10 min, followed by centrifugation at 12.000 × *g* at 4 °C for 10 min. The RNA pellet was washed once with 1 ml 70 % ethanol and centrifuged at 7.500 × *g* at 4 °C for 5 min. Finally, the RNA pellet was air dried for 5 min and dissolved in diethylpyrocarbonate (DEPC)-treated water.

For spin column-based extraction of tissue RNA, the RNeasy Fibrous Tissue Mini Kit (Qiagen) was used. Up to 30 mg of osteosarcoma tissue was transferred to bead-beating tubes filled with 1 g ceramic beads (1.4 mm diameter; Peqlab Biotechnologie GmbH, Erlangen, Germany) and 300 μl Buffer RLT (guanidine thiocyanate-containing lysis buffer) supplemented with β-mercaptoethanol (10 µl per 1 ml buffer). The tissue was disrupted in the MagNA Lyser Instrument (Roche Diagnostics, Rotkreuz, Switzerland) using three rounds of centrifugation at 6,500 rpm for 20 s interrupted by cooling for 2 min. Further steps including removal of contaminating genomic DNA by on-column DNase I digestion were performed according to the protocol of the kit manufacturer.

RNA from 10^6^ to 10^7^ cultured osteosarcoma cells was extracted using the RNeasy Mini Kit (Qiagen) according to the kit protocol.

The concentration of RNA subjected to mRNA-Seq profiling was measured using the fluorescent dye-based Quant-iT^™^ RiboGreen^®^ RNA Assay Kit (Thermo Fisher Scientific). Its integrity was assessed by capillary electrophoresis on the 2100 Bioanalyzer Instrument (Agilent Technologies, Santa Clara, CA, USA). Next-generation sequencing libraries were prepared only from samples that exhibited an RNA Integrity Number (RIN) value of at least 8 and a quantity higher than 1 μg.

Concentration and purity of RNAs subjected to profiling by RT-qPCR were determined on the NanoDrop™ 2000c spectrophotometer (Thermo Fisher Scientific). Minimum RNA intactness assessed at the 4200 TapeStation System (Agilent Technologies) was set at a value of ≥ 6.4 RNA integrity number equivalent (RIN^e^).

**Library preparation and sequencing**

Sequencing libraries focused on poly(A) RNA were generated from 1 µg total RNA using the TruSeq RNA library preparation kit v2 (Illumina, San Diego, CA, USA). The size distribution of the final library was validated using capillary electrophoresis and quantified by the Quant-iT™ PicoGreen™ dsDNA Assay Kit (Thermo Fisher Scientific) and via qPCR. The indexed libraries were normalised, pooled and size selected to 320 bp ± 5 % using the LabChip XT for nucleic acid fractionation (Caliper Life Sciences, Hopkinton, MA, USA). TruSeq libraries were hybridised to a paired end flow cell and individual fragments were clonally amplified by bridge amplification on the Illumina cBot system. Once the clustering was complete, the flow cell was loaded and sequenced with sequencing-by-synthesis technology on the HiSeq^TM^ 2000 Sequencing System (Illumina).

**Bioinformatics pipeline for mRNA-Seq data**

Primary analysis and de-multiplexing of mRNA-Seq data was performed using the CASAVA software 1.8.2 (Illumina).

For hierarchical clustering of expression patterns, sequence reads were aligned to the reference genome of the dog, *Canis lupus familiaris,* or the dingo, *Canis lupus dingo* (Ensembl genome browser assemblies CanFam3.1 or ASM325472v1, respectively) using Spliced Transcripts Alignment to a Reference (STAR, version 2.7.3; [4]; <https://github.com/alexdobin/STAR/releases>).

For selection of stable exons, we used TopHat (<https://ccb.jhu.edu/software/tophat/index.shtml)>, another popular, but less recent splice-aware aligner.

The FASTQ files were mapped with Tophat [5] and compared to the reference annotation for the dog (CanFam3.73) with help of the Cufflinks packages using default parameters [6]. After mapping, reads with multiple matches to the genome were removed to only keep uniquely mapped reads using samtools [7]. Genes and exons were annotated based on the reference annotation of the Ensembl Genome Browser (genomic sequence version 3.1, release 73; [8]). DEXSeq [9] python scripts were used to produce a ﬂattened version of this ﬁle, to collapse exons across different isoforms and to extract the uniquely mapped reads per exon. Gene expressions represented by all mapped reads were clustered by the R package pheatmap [10] using Spearman's *ρ*.

**Expression stability ranking of single and neighbour exons based on *CV***

The stability of exonic sequences in the mRNA-Seq expression data was ranked in ascending order based on the coefficient of variation (*CV*) defined as the ratio of the standard deviation to the mean [11]. Individual *CV* values were calculated for single exons and three exon-neighbour combinations, namely a pair of direct neighbours (*i* and *i* + 1), a trio of direct neighbours (*i*, *i* + 1 and *i* + 2) and an exon paired with its neighbour after next (*i* and *i* + 2). Calculation was performed using R package version 3.5.5 ([www.R-project.org/](https://www.r-project.org/)).

**Enrichment analysis for gene ontology (GO) terms**

The most stable genes were annotated by one or more GO terms using the Blast2Go tool ([12]; [www.blast2go.com](http://www.blast2go.com)). Briefly, Standard Protein BLAST (<https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins>) was performed against the non-redundant database of NCBI for all mammals (taxon: 40674). Only the first 20 alignments passing the *E* value cutoff of 1.0E-3 with a coverage of at least 90 % against the subject sequences were considered for annotation. The GO terms retrieved by InterPro scanning at the web server of the European Bioinformatics Institute () were converted and merged with the annotation. The annex function was employed to assign the GO terms obtained by GO mapping to the query sequences. Finally, “slimming” was carried out to identify the most representative biological processes that were subsequently subjected to enrichment analysis. The annotations of all known canine proteins were used as a background list to create a 2 × 2 contingency table for calculating the Fisher’s Exact Test [13] in Microsoft Excel (<https://udel.edu/~mcdonald/statfishers.xls>). Enriched GO terms with a false discovery rate of less than 0.01 were reported. Concordance of the enrichment results was evaluated at the GeneMania database ([14, 15]; <http://genemania.org>) using human genomics and proteomics data as orthologous substitute for the dog and the "GO biological process" as the weighting method.www.ebi.ac.uk/interpro/) were converted and merged with the annotation. The annex function was employed to assign the GO terms obtained by GO mapping to the query sequences. Finally, “slimming” was carried out to identify the most representative biological processes that were subsequently subjected to enrichment analysis. The annotations of all known canine proteins were used as a background list to create a 2 × 2 contingency table for calculating the Fisher’s Exact Test [13] in Microsoft Excel (<https://udel.edu/~mcdonald/statfishers.xls>). Enriched GO terms with a false discovery rate of less than 0.01 were reported. Concordance of the enrichment results was evaluated at the GeneMania database ([14, 15]; <http://genemania.org>) using human genomics and proteomics data as orthologous substitute for the dog and the "GO biological process" as the weighting method.

**Oligo dT-based mRNA isolation for RT-qPCR**

The poly(A) RNA fraction was extracted from total cellular RNA using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). The kit facilitates anchoring of mRNAs to 1 μm paramagnetic oligo (dT)_25_ beads. Quantity of poly(A) RNA was determined on the DS-11 FX+ instrument (DeNovix, Wilmington, DE, USA) following the optimised Qubit™ RNA HS Assay [16]. A mean concentration was obtained by three measurements of a sample’s aliquot.

**cDNA synthesis**

First-strand cDNA synthesis was performed in a 20-μl volume using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche Life Science, Vienna, Austria). The reaction contained 1 × Transcriptor RT reaction buffer, 1 mM dNTP mix, 60 µM random hexamers or 2.5 μΜ oligo(dT)_18_ primer in case of the poly(A)-RNA template, 20 U Protector RNase inhibitor, 10 U Transcriptor Reverse Transcriptase, and 500 ng total RNA or 500 pg poly(A) RNA. To meet the pronounced intrinsic variability of RT [17, 18], two parallel reactions were produced. Putative contamination with genomic DNA was monitored by a minus-reverse transcriptase control produced by replacing the enzyme with nuclease-free water. RT was performed at 55 °C for 60 min and terminated at 85 °C for 5 min using the MJ Research PTC-200 Thermal Cycler (Bio-Rad, Hercules, California, USA). The undiluted cDNAs were stored at -20 °C until further analysis.

**Detection of qPCR assay inhibitors (SPUD assay)**

To detect qPCR assay inhibition, a spiked synthetic sequence that lacks homology with mammalian DNA was amplified (SPUD assay [19]). The 15 -µl reaction contained 10 × buffer B2 (Solis Biodyne, Tartu, Estonia), 3.5 mM MgCl_2_, 200 nM of each dNTP, 250 nM of each primer, 250 nM hydrolysis probe, 10^5^ copies of the spike, 1 unit HOT START DNA polymerase (HOT FIREPol^®^ DNA Polymerase, Solis Biodyne) and 6 µl of 1:6 diluted cDNA. Nuclease-free water was used to determine the "unaffected” *Cq* value. The cycling conditions on the Rotor-Gene 6000 qPCR system (Corbett Life Science, Concorde, Australia) comprised 15 min at 95 °C for polymerase activation and 40 amplification cycles of 15 s at 95 °C and of 40 s at 58 °C. A difference between *Cq*s of cDNA and control of < 1 was considered as evidence for lack of inhibition.

**qPCR**

# Oligonucleotide sequences of the qPCR assays (Table S3) were designed using the program Primer Express 2.0 (Applied Biosystems, Foster City, CA, USA). The chance of amplifying co-isolated genomic DNA was reduced by designing a PCR product that spanned an exon-intron boundary or flanked an intron of at least 750 bp. Putative dimerisation of primers was evaluated with the primer analysis software NetPrimer (Premier Biosoft International, Palo Alto, CA, USA; [www.premierbiosoft.com/netprimer/](http://www.premierbiosoft.com/netprimer/)). The secondary structure of the PCR amplicon was predicted on the Mfold Web Server ([20]; <http://unafold.rna.albany.edu/?q=mfold/DNA-Folding-Form>). Amplicon specificity was evaluated by the NCBI tool Primer-BLAST [21] using the "non-redundant" database of the dog (taxid number: 9615).

The qPCR was performed in a 15-μl volume composed of 1 × PCR buffer B2 (Tris-HCl, (NH_4_)_2_SO_4_ and Tween-20; Solis Biodyne), 1 × dNTP mix that partially replaced dTTP with dUTP to combine strong amplification with the option of PCR product carryover prevention by using uracil-DNA N-glycosylase (0.2 mM of each dATP, dCTP and dGTP, 0.08 mM dUTP and 0.12 mM dTTP; Solis Biodyne), 0.4 × EvaGreen I dye (Biotium, Fremont, CA, USA) or 200 nM hydrolysis probe (Integrated DNA Technologies, Leuven, Belgium) depending on the assay, 3.5 mM MgCl_2_, 200 nM of each primer, 1 U HOT FIREPol^®^ DNA Polymerase (Solis Biodyne) and 1.5 µl or 6 µl of diluted cDNA. For target quantification in total cellular RNA or poly(A)-RNA templates, cDNAs were ten- or six-fold diluted, respectively. All qPCR assays were run in duplicates (or triplicates in case of the *S100A4* transcript variants), included a minus-RT control and a no-template control to rule out cross contamination of reagents and surfaces. Amplification and monitoring of fluorescence were performed on the Corbett Rotor-Gene 6000 Real Time PCR System (Qiagen) operated by the software version Rotor-Gene Q 2.1.0.9. Cycling conditions consisted of an initial 15-min incubation step at 95 °C for polymerase activation and template denaturation, followed by 50 cycles of 95 °C denaturation for 15 s, 60 °C annealing for 20 s and 72 °C elongation for 20 s. Finally, a dissociation curve was recorded over the range of 60 to 95 °C at increments of 1 °C every 5 s. In case of the probe-based qPCR format, amplification was achieved over 50 cycles consisting of a 15 s denaturation step at 95 °C and combined annealing and elongation for 60 s at 60 °C. Increasing the cycle number of dye-based qPCR from 35-40 to 50 helps to achieve similar fluorescence endpoints [22], thus positively affects the melting profile of the amplicon. A qPCR assay was considered unaffected by genomic co-amplification if the minus-RT control produced an efficiency-adjusted Δ*Cq* value of at least 5.

# In addition to the amplicon melting profile, specificity of qPCR primers was validated by electrophoresis on a 1 % agarose gel (Fig. S1) using 1 × sodium borate buffer as a simple buffer for rapid and cost-effective DNA electrophoresis [23]. The gel was stained with GelGreen™ Nucleic Acid Stain (Biotium), a sensitive, stable and environmentally safe green fluorescent nucleic acid dye (8.75 μl dye per 100 ml gel). DNA fragment size was determined with the marker "100 bp DNA Ladder" (Solis Biodyne).

RT-qPCR assay design complies with the essential requirements of the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines [24].

**Sanger sequence analysis**

Sanger capillary sequencing of PCR products was performed with forward and reverse amplification primers (Table S4). In brief, amplicons were separated by agarose gel electrophoresis, purified with the Hi Yield^®^ Gel/PCR DNA Fragment Extraction Kit (SLG, Gauting, Germany) and sequenced at LGC Genomics GmbH (Berlin, Germany). Chromatograms were edited in the DNA sequencing software CodonCode Aligner (version 3.7.1.2; CodonCode Corporation, Centerville, MA, USA).

**Determination of qPCR amplification efficiency and outlier treatment**

In case of target sequences of at least moderate abundance, efficiency of qPCR amplification (*E*) can be determined from raw fluorescence data without the need of a standard curve. For each well, an individual efficiency was calculated from the exponential phase of the raw (*i.e.* not baseline-corrected) amplification curve using the Real-time PCR Miner ([25]; <http://ewindup.info/miner/)>. The mean of individual efficiencies, *E_fi_,* served to "compensate” *Cq* values measured at an amplification efficiency of less than 100 % according to the term *Cq* × log_10_ (*E_fi_* + 1) /log_10_(2) [26]. Following efficiency-correction of *Cq* values, outliers from quadruplicate RT-qPCR measurements, *i.e.* qPCR replicates for both cDNA duplicates, were identified and handled as follows. In case of quadruplicate *Cq* values, we removed the technical replicate that caused a standard deviation of more than 0.5 cycles. If the means of the qPCR duplicates run for each of the two cDNA replicates differed by more than one cycle, the cDNA replicate that exhibited the highest deviation from the global average of the sample cohort was removed from analysis (*n* = 7: qPCR-based validation of reference exons).

**RT-qPCR measurement of exon’s expression stability**

The two steps of an RT-qPCR assay were run in duplicates starting with the RT reaction. The average of the duplicate’s raw *Cq* values was efficiency-adjusted and assessed for expression stability using the four common statistical algorithms, geNorm [27] implemented in the qbase+ software 3.1 (Biogazelle, Ghent, Belgium; [28]; [www.qbaseplus.com](http://www.qbaseplus.com)), the Microsoft Excel-based programs NormFinder ([29]; <https://moma.dk/normfinder-software>) and BestKeeper ([30]; [www.gene-quantification.de/bestkeeper.html](http://www.gene-quantification.de/bestkeeper.html)) as well as the Comparative Δ*Cq* method [31] accessed via the web-based tool RefFinder ([32]; <http://www.heartcure.com.au/reffinder/>). The stability scores of the algorithms were compiled into a final rank using the RankAggreg package in R ([33]; <https://CRAN.R-project.org/package=RankAggreg>), version 3.4.4 for Windows, using the cross-entropy Monte Carlo algorithm with Spearman’s footrule distance. The R code for rank aggregation analysis is provided as File S1.

The minimum gene set for RT-qPCR normalisation was determined by the geNorm algorithm [27]. The software sorts genes in ascending order according to their expression stability measure (*M*), computes a *NF* for each gene set using the geometric mean of their expression values and determines the optimal number of normalisers based on pairwise variation (*V_n_/V_n+1_*) between two sequential factors, *NF_n_* and *NF_n+1_*. The common cut-off value of *V_n_/V_n+1_* < 0.15 determined the lowest number of genes for accurate normalisation [27]. This minimum gene number was adopted to compose the *NFs* for the other stability algorithms. In another round of stability assessment with the RankAggreg package we computed consensus ranks for the single genes and the added four *NF*s.

Co-regulated gene relationship of the gene pair composing the best *NF* was evaluated based on information for the dog contained in version 7.3 of the gene co-expression database COXPRESdb ([34]; http://coxpresdb.jp).

**Assignation of biochemical processes using gene ontology classification**

Molecular functions of the gene pair regarded as the most appropriate *NF* were derived from the Gene Ontology Database (release: 1^st^ of January 2019; [35]; <http://amigo.geneontology.org/amigo>).

***In silico* analysis of alternative polyadenylation in the 3' UTR of canine *S100A4* mRNA**

Hexanucleotide motifs signalling canonical (AAUAAA) as well non-canonical (AUUAAA, AGUAAA, or UAUAAA) polyadenylation [36] were used as query sequences for *in silico* analysis by "Poly(A) Signal Miner" integrated in DNA Functional Site Miner ([37]; <http://dnafsminer.bic.nus.edu.sg>).

**Rapid Amplification of 3’ cDNA Ends (3' RACE)**

The 3’ untranslated region of canine *S100A4* was amplified by 3′ RACE-PCR [38]. A tagged and anchored oligo(dT) primer, shortly termed Oligo(dT)-Anchor Primer (Table S4), primed the conversion of poly(A) RNA into first-strand cDNA and introduced partially overlapping target sites for two artificial nested PCR primers. The primer’s anchor represented a mixture of oligonucleotides carrying a non-T nucleotide (*i*.*e*., A, C, or G) at the 3’ end following the dT stretch. This forces the primer to bind to the 5’ start site of the poly(A) tail, thus excluding the influence of poly(A)-tail length.

For cDNA synthesis, 500 pg poly(A) RNA template was incubated together with 2.5 µM Oligo dT-Anchor Primer at 65 °C for 10 min to denature secondary structure, rapidly chilled on ice for at least 1 min, mixed with the remaining components supplied by the Transcriptor High Fidelity cDNA Synthesis Kit (Roche Life Science) and reverse transcribed at 47 °C for 1 h. In the nested PCR step, the binding sites introduced by the 5’ artificial tail sequence allowed targeting by partially overlapping nested PCR primers termed Outer-R and Inner-R. They were used in combination with a pair of nested forward primers amplifying all three *S100A4* transcript variants or with nested forward primers that specifically amplified transcript *c*. Nested PCR was performed in a 20-μl reaction consisting of 1 × PCR buffer B2 (Tris-HCl, (NH_4_)_2_SO_4_ and Tween-20; Solis Biodyne), 1 × dNTP mix (see 2.10), 1.5 mM MgCl_2_, 5 nM of outer primer, 250 nM of inner primer, 1 U HOT FIREPol^®^ DNA Polymerase (Solis Biodyne) and 1.5 µl cDNA. Amplification was performed over 20 cycles at the annealing temperature of 65 °C followed by 35 cycles at 55 °C.

**Counting *S100A4* mRNA copies by digital PCR (dPCR)**

The copy number concentration of a cDNA target sequence was determined by dPCR [39] on the Applied Biosystems QuantStudio™ 3D Digital PCR System (Thermo Fisher Scientific). Twelve microliters of master mix consisting of 1 × QuantStudio™ 3D Digital PCR MasterMix, 200 nM of each primer and 200 nM hydrolysis probe (Table S3) was mixed with 6 µl of a cDNA dilution adjusted according to qPCR measurement. A 14.5-µl aliquot of the mixture was loaded to the dPCR chip. Thermal cycling on the GeneAmp^®^ PCR System 9700 thermal cycler (Applied Biosystems) was performed according to instruction of the manufacturer (initial denaturation: 96 °C for 10 min, 45 amplification cycles: denaturation at 98 °C for 30 s and annealing/elongation at 60 °C for 2 min, final incubation: 60 °C for 2 min). The endpoint fluorescence in the chip's partitions read using the QuantStudio 3D Chip Reader (software version 3.0; Thermo Fisher Scientific) delivered the number of target-positive wells, the number of wells without DNA (negative for the reporter fluorophore FAM™, but positive for the passive reference dye ROX™) and empty (ROX-negative) wells. Data considered marginal or failing in initial quality assessment were flagged for secondary review using the QuantStudio™ 3D AnalysisSuite™ software (application version: 3.1.2-PRC-build-03, algorithm version: 4.4.10). In this step, positive signals were limited by manually setting the fluorescence threshold next to the bottom of the main peak depicted in the menu “well counts per fluorescence”. The Poisson-Plus Model [40] was used to determine the number of target copies per microliter from positive and negative partitions. Finally, the *Cq* values of experimental samples obtained with the qPCR assays for the *S100A4* transcript variants and their consensus were transformed into transcript copy numbers based on dPCR counts of the sample that exhibited the highest expression of the major *S100A4* transcript variant (sample #2097).

**Quantitative immunohistochemistry (qIHC) for S100A4**

The area fraction of (brown) colour pixels resulting from immunohistochemical staining against S100A4 was determined by qIHC. To reduce intra- and inter-observer variability in the assessment, the tissue distribution of the target protein was automatically scored by quantitative image analysis [41, 42]. In detail, paraffin sections were rehydrated and blocked by 1.5 % normal goat serum to minimise unspecific binding of the primary antibody. Sections were heated in 0.1 M citrate buffer (pH 6) for 30 min for heat-induced epitope retrieval and incubated over night with the monoclonal anti-S100A4 antibody produced in the mouse (Sigma-Aldrich, Vienna, Austria; catalogue number AMAb90599, Prestige Antibodies^®^, clone CL0240, 1:3,000 dilution). Antibodies of this series were developed and validated by the Human Protein Atlas project, an international program for systematic exploration of the human proteome using (mono-specific) antibody-based proteomics ([43]; [www.proteinatlas.org](http://www.proteinatlas.org)). The antibody binds to an epitope located within the peptide sequence "CNEFFEGFPD" present in the C-terminal region of canine S100A4 identically encoded by all three validated transcript variants (NCBI’s accession numbers: [NM_001003161.3](https://www.ncbi.nlm.nih.gov/nuccore/NM_001003161.2), NM_001003161.3, NM_001362597.3 and [NM_001363554.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001363554.1)). Polyclonal anti-mouse IgG (H+L) antibody produced in the goat (Immunologic, Duiven, Netherlands; Poly-HRP-anti-mouse IgG (ready-to-use), catalogue number DPVM110HRP) was applied as secondary antibody for 30 min at room temperature. Staining with diaminobenzidine (DAB) produced a brownish HRP/DAB-complex. For nuclear counterstaining haematoxylin was used. In general, the complete tumour area was subjected to qIHC scoring performed as follows. The image of the stained tissue was digitised using a slide scanner (Aperio Scanscope, San Diego, California, USA) at 20-fold magnification and converted to a tagged image file format with a resolution of 1.006 µm/pixel. The percentage of tissue area positively stained with DAB was calculated in relation to the whole tissue area using a self-made script (File S2) run under the open-source platform for biological-image analysis FIJI ([44]; <https://imagej.net/Fiji)>. In brief, the tumour area was selected and its area measured. Colour deconvolution, *i.e.* unmixing using the predefined colour vectors for DAB and haematoxylin, separated the colours of the target signal and the nuclei. A bilateral filter was applied to the image showing the DAB signal for removing noise. White-intensity values of more than 200 were considered as background. Applying a particle size of at least 15 µm² reduced granular-staining artefacts.

**Statistical analysis**

Normality of transcript expression values of a stably expressed genes (SEGs) was examined by the Kolmogorov-Smirnov normality test [45]. If the null hypothesis of the test (that the distribution of data is normal) could not be rejected, outlying values were identified based on the Grubb’s test [46] run using the R package “outliers” (<https://cran.r-project.org/web/packages/outliers/index.html>). Strength and direction of the monotonic relationship between two given variables was evaluated by the Spearman's rank-order correlation coefficient *ρ* [47] that is recommended for use with data that are skewed or have outliers [48]. The strength of a linear relationship between two variables was quantified with Pearson's *r* [49]. If not otherwise indicated, statistical analysis was performed in the GraphPad Prism demo version 5 for Windows (GraphPad Software, Inc., La Jolla, CA, USA).

Logit transformation [50], one of two most common variance-stabilising transformations, was applied to the score of qIHC. Being a proportion, the score is constrained to lie between 0 and 1, and its possible variance hence depends on its mean value (more spread is possible at a mean proportion of 0.5 than at proportions of zero and one). Logit transformation calculated according to logit(*p*) = log_e_(*p*/(1-*p*)), where *p* is the proportion value of qIHC, expands the ends of the scale allowing variances at different mean values to be more naturally compared.

Observing that the normalised *S100A4* transcript levels varied almost over two orders of magnitude across the cohort of osteosarcomas, we decided to seek correlations between the transformed qIHC and the logarithm of the normalised mRNA levels. Both gene expression levels are thus subjected to a logarithmic-style transformation.

**References**

1. Thomas, R., Scott, A., Langford, C. F., Fosmire, S. P., Jubala, C. M., Lorentzen, T. D., Hitte, C., Karlsson, E. K., Kirkness, E., Ostrander, E. A., Galibert, F., Lindblad-Toh, K., Modiano, J. F. & Breen, M. (2005) Construction of a 2-Mb resolution BAC microarray for CGH analysis of canine tumors, *Genome Res.* **15**, 1831-7.

2. Thomas, R., Wang, H. J., Tsai, P. C., Langford, C. F., Fosmire, S. P., Jubala, C. M., Getzy, D. M., Cutter, G. R., Modiano, J. F. & Breen, M. (2009) Influence of genetic background on tumor karyotypes: evidence for breed-associated cytogenetic aberrations in canine appendicular osteosarcoma, *Chromosome Res.* **17**, 365-377.

3. Capes-Davis, A., Reid, Y. A., Kline, M. C., Storts, D. R., Strauss, E., Dirks, W. G., Drexler, H. G., MacLeod, R. A., Sykes, G., Kohara, A., Nakamura, Y., Elmore, E., Nims, R. W., Alston-Roberts, C., Barallon, R., Los, G. V., Nardone, R. M., Price, P. J., Steuer, A., Thomson, J., Masters, J. R. & Kerrigan, L. (2013) Match criteria for human cell line authentication: where do we draw the line?, *Int J Cancer.* **132**, 2510-9.

4. Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. & Gingeras, T. R. (2013) STAR: ultrafast universal RNA-seq aligner, *Bioinformatics.* **29**, 15-21.

5. Trapnell, C., Pachter, L. & Salzberg, S. L. (2009) TopHat: discovering splice junctions with RNA-Seq, *Bioinformatics.* **25**, 1105-11.

6. Trapnell, C., Williams, B. A., Pertea, G., Mortazavi, A., Kwan, G., van Baren, M. J., Salzberg, S. L., Wold, B. J. & Pachter, L. (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation, *Nat Biotechnol.* **28**, 511-5.

7. Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R. & Proc, G. P. D. (2009) The Sequence Alignment/Map format and SAMtools, *Bioinformatics.* **25**, 2078-2079.

8. Yates, A., Akanni, W., Amode, M. R., Barrell, D., Billis, K., Carvalho-Silva, D., Cummins, C., Clapham, P., Fitzgerald, S., Gil, L., Giron, C. G., Gordon, L., Hourlier, T., Hunt, S. E., Janacek, S. H., Johnson, N., Juettemann, T., Keenan, S., Lavidas, I., Martin, F. J., Maurel, T., McLaren, W., Murphy, D. N., Nag, R., Nuhn, M., Parker, A., Patricio, M., Pignatelli, M., Rahtz, M., Riat, H. S., Sheppard, D., Taylor, K., Thormann, A., Vullo, A., Wilder, S. P., Zadissa, A., Birney, E., Harrow, J., Muffato, M., Perry, E., Ruffier, M., Spudich, G., Trevanion, S. J., Cunningham, F., Aken, B. L., Zerbino, D. R. & Flicek, P. (2016) Ensembl 2016, *Nucleic Acids Res.* **44**, D710-6.

9. Anders, S., Reyes, A. & Huber, W. (2012) Detecting differential usage of exons from RNA-seq data, *Genome Res.* **22**, 2008-2017.

10. Kolde, R. (2015) Package ‘pheatmap’ in pp. 1-8<https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf>.

11. Carmona, R., Arroyo, M., Jimenez-Quesada, M. J., Seoane, P., Zafra, A., Larrosa, R., Alche, J. D. & Claros, M. G. (2017) Automated identification of reference genes based on RNA-seq data, *Biomed Eng Online.* **16**, e65.

12. Conesa, A., Gotz, S., Garcia-Gomez, J. M., Terol, J., Talon, M. & Robles, M. (2005) Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research, *Bioinformatics.* **21**, 3674-6.

13. Fisher, R. A. (1922) On the interpretation of x(2) from contingency tables, and the calculation of P, *J R Stat Soc.* **85**, 87-94.

14. Warde-Farley, D., Donaldson, S. L., Comes, O., Zuberi, K., Badrawi, R., Chao, P., Franz, M., Grouios, C., Kazi, F., Lopes, C. T., Maitland, A., Mostafavi, S., Montojo, J., Shao, Q., Wright, G., Bader, G. D. & Morris, Q. (2010) The GeneMANIA prediction server: biological network integration for gene prioritization and predicting gene function, *Nucleic Acids Res.* **38**, W214-W220.

15. Franz, M., Rodriguez, H., Lopes, C., Zuberi, K., Montojo, J., Bader, G. D. & Morris, Q. (2018) GeneMANIA update 2018, *Nucleic Acids Res.* **46**, W60-W64.

16. Li, X., Ben-Dov, I. Z., Mauro, M. & Williams, Z. (2015) Lowering the quantification limit of the Qubit (TM) RNA HS Assay using RNA spike-in, *BMC Mol Biol.* **16**.

17. Stahlberg, A., Hakansson, J., Xian, X., Semb, H. & Kubista, M. (2004) Properties of the reverse transcription reaction in mRNA quantification, *Clin Chem.* **50**, 509-15.

18. Stahlberg, A., Kubista, M. & Pfaffl, M. (2004) Comparison of reverse transcriptases in gene expression analysis, *Clin Chem.* **50**, 1678-80.

19. Nolan, T., Hands, R. E., Ogunkolade, W. & Bustin, S. A. (2006) SPUD: a quantitative PCR assay for the detection of inhibitors in nucleic acid preparations, *Anal Biochem.* **351**, 308-10.

20. Zuker, M. (2003) Mfold web server for nucleic acid folding and hybridization prediction, *Nucleic Acids Res.* **31**, 3406-15.

21. Ye, J., Coulouris, G., Zaretskaya, I., Cutcutache, I., Rozen, S. & Madden, T. L. (2012) Primer-BLAST: a tool to design target-specific primers for polymerase chain reaction, *BMC Bioinformatics.* **13**, 134.

22. Debode, F., Marien, A., Janssen, E., Bragard, C. & Berben, G. (2017) The influence of amplicon length on real-time PCR results, *Biotechnol Agron Soc.* **21**, 3-11.

23. Brody, J. R. & Kern, S. E. (2004) Sodium boric acid: a Tris-free, cooler conductive medium for DNA electrophoresis, *Biotechniques.* **36**, 214-6.

24. Bustin, S. A., Benes, V., Garson, J. A., Hellemans, J., Huggett, J., Kubista, M., Mueller, R., Nolan, T., Pfaffl, M. W., Shipley, G. L., Vandesompele, J. & Wittwer, C. T. (2009) The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments, *Clin Chem.* **55**, 611-22.

25. Zhao, S. & Fernald, R. D. (2005) Comprehensive algorithm for quantitative real-time polymerase chain reaction, *J Comput Biol.* **12**, 1047-64.

26. Kubista, M., Sindelka, R., Tichopad, A., Bergkvist, A., Lindh, D. & Forootan, A. (2007) The Prime Technique: Real-time PCR Data Analysis, *GIT Laboratory Journal*, 33-35.

27. Vandesompele, J., De Preter, K., Pattyn, F., Poppe, B., Van Roy, N., De Paepe, A. & Speleman, F. (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes, *Genome Biol.* **3**, RESEARCH0034.

28. Hellemans, J., Mortier, G., De Paepe, A., Speleman, F. & Vandesompele, J. (2007) qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data, *Genome Biol.* **8**, R19.

29. Andersen, C. L., Jensen, J. L. & Orntoft, T. F. (2004) Normalization of real-time quantitative reverse transcription-PCR data: A model-based variance estimation approach to identify genes suited for normalization, applied to bladder and colon cancer data sets, *Cancer Res.* **64**, 5245-5250.

30. Pfaffl, M. W., Tichopad, A., Prgomet, C. & Neuvians, T. P. (2004) Determination of stable housekeeping genes, differentially regulated target genes and sample integrity: BestKeeper - Excel-based tool using pair-wise correlations, *Biotechnol Lett.* **26**, 509-515.

31. Silver, N., Best, S., Jiang, J. & Thein, S. L. (2006) Selection of housekeeping genes for gene expression studies in human reticulocytes using real-time PCR, *BMC Mol Biol.* **7**, e33.

32. Xie, F., Xiao, P., Chen, D., Xu, L. & Zhang, B. (2012) miRDeepFinder: a miRNA analysis tool for deep sequencing of plant small RNAs, *Plant Mol Biol*.

33. Pihur, V., Datta, S. & Datta, S. (2009) RankAggreg, an R package for weighted rank aggregation, *BMC Bioinformatics.* **10**, 62.

34. Obayashi, T., Kagaya, Y., Aoki, Y., Tadaka, S. & Kinoshita, K. (2019) COXPRESdb v7: a gene coexpression database for 11 animal species supported by 23 coexpression platforms for technical evaluation and evolutionary inference, *Nucleic Acids Res.* **47**, D55-D62.

35. The Gene Ontology, C. (2019) The Gene Ontology Resource: 20 years and still GOing strong, *Nucleic Acids Res.* **47**, D330-D338.

36. Yeh, H. S. & Yong, J. (2016) Alternative Polyadenylation of mRNAs: 3'-Untranslated Region Matters in Gene Expression, *Mol Cells.* **39**, 281-5.

37. Liu, H., Han, H., Li, J. & Wong, L. (2005) DNAFSMiner: a web-based software toolbox to recognize two types of functional sites in DNA sequences, *Bioinformatics.* **21**, 671-3.

38. Green, M. R. & Sambrook, J. (2019) Rapid Amplification of Sequences from the 3' Ends of mRNAs: 3'-RACE, *Cold Spring Harb Protoc.* **2019**, pdb prot095216.

39. Sanders, R., Mason, D. J., Foy, C. A. & Huggett, J. F. (2013) Evaluation of digital PCR for absolute RNA quantification, *PLoS One.* **8**, e75296.

40. Majumdar, N., Banerjee, S., Pallas, M., Wessel, T. & Hegerich, P. (2017) Poisson Plus Quantification for Digital PCR Systems, *Sci Rep.* **7**, 9617.

41. Seyed Jafari, S. M. & Hunger, R. E. (2017) IHC Optical Density Score: A New Practical Method for Quantitative Immunohistochemistry Image Analysis, *Appl Immunohistochem Mol Morphol.* **25**, e12-e13.

42. Jensen, K., Krusenstjerna-Hafstrom, R., Lohse, J., Petersen, K. H. & Derand, H. (2017) A novel quantitative immunohistochemistry method for precise protein measurements directly in formalin-fixed, paraffin-embedded specimens: analytical performance measuring HER2, *Modern Pathol.* **30**, 180-193.

43. Thul, P. J. & Lindskog, C. (2018) The human protein atlas: A spatial map of the human proteome, *Protein Sci.* **27**, 233-244.

44. Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., Tinevez, J. Y., White, D. J., Hartenstein, V., Eliceiri, K., Tomancak, P. & Cardona, A. (2012) Fiji: an open-source platform for biological-image analysis, *Nat Methods.* **9**, 676-82.

45. Massey, F. J. (1951) The Kolmogorov-Smirnov Test for Goodness of Fit, *J Am Stat Assoc.* **46**, 68-78.

46. Grubbs, F. E. (1969) Procedures for Detecting Outlying Observations in Samples, *Technometrics.* **11**, 1-&.

47. Spearman, C. (1904) The proof and measurement of association between two things, *Am J Psychol* **15**, 72–101.

48. Zou, K. H., Tuncali, K. & Silverman, S. G. (2003) Correlation and simple linear regression, *Radiology.* **227**, 617-22.

49. Pearson, K. (1896) III. Regression, heredity and panmixia in *Mathematical contributions to the theory of evolution*  pp. 253–318.

50. Berkson, J. (1944) Application of the Logistic Function to Bio-Assay, *J Am Stat Assoc.* **39**, 357-365.

How the deposited data were processed for this re-analysis (not part of the article)

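Poly(A) RNA of 8 canine osteosarcoma tissues and 3 osteosarcoma cell lines had been sequenced, and each library was mapped to its kind of sample by the name that the sample labels, the methods and Table S1 share. Each library is a separate tumour or culture, and none was repeated; the lowest chi-square per gene between any 2 libraries was 87.8. The remaining libraries of set 1, the RT-qPCR cohorts and the immunohistochemistry were not analysed here.

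The authors aligned the reads with TopHat to CanFam3.1, kept uniquely mapped reads, counted them on exon bins with the scripts of DEXSeq and deposited the counts after division by 1 factor per library. These deposited values are therefore a normalized signal and not raw counts, and the paper's text does not state how the factors were obtained. All values (100% in each library) were whole multiples of 1 step per library, and division by this step gave the reads. Depth was between 3123757 and 24902774 reads per library, so that sequences in DOS-71 and OSCA-32, the libraries with the fewest reads, carry the largest counting error.

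Spearman's rho between libraries, complete-linkage clustering divided into 3 groups, and CVs of single exon bins and of combinations of neighbouring bins were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Standard errors of CVs are jackknife estimates over libraries. Comparisons of single values between groups used exact permutation tests, and figures were drawn with matplotlib 3.10.9. Genes were tested on log2(value + 1) with limma 3.58.1 (trend, R 4.3.3) and Benjamini-Hochberg adjustment at 0.05, over genes with a mean of at least 10. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Tested on simulated data with 200 changed genes, limma recovered 200 among 13858 genes for tissue against cell line and 196 among 13999 genes for the kits. In the same simulations it also called 13 unchanged genes for tissue against cell line and 9 for the kits. All planted changes were large, and every gene had a dispersion of 0.1. These runs therefore do not show how many smaller or noisier changes would be found. The CV ranking recovered 200 of 200 sequences of low CV among 3524. Their true CV was 0.1 and that of all others was far higher, so this only checks the computation.

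The designs, the named genes and the alternatives were fixed before the data were examined, except where the text says otherwise. The genes to be named were those that the paper names for the mRNA-Seq data, the 10 sequences with the lowest CV, and the 5 genes with the largest change in each direction whose groups do not overlap. Of 24580 identifiers in the table, 0 were found in the reference table of symbols and 50 could be paired with a symbol through Data S2 or Table S8. The earlier normalizers, S100A4 and the 73 marker symbols of cell types (0 paired) were therefore not analysed here, and the planned comparison of the selected sequences with earlier normalizers was not run. Identifiers without a symbol are printed for at most 2 genes in each direction.

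The design fixed that an exon whose number is ambiguous is matched by its mean and that its readings are reported. This applied to BAG6, whose row holds 35 bins of 2 joined Ensembl genes. Its closest match is bin 7 and its next closest bin 29; read as a bin number, the exon is bin 4, with a CV of 0.722, and counted from the other end it is bin 32, with a CV of 0.614. The summaries use all 13 sequences with bin 7. After the values of BAG6 had been seen, the same summaries were also computed over the 12 other sequences and with bin 29. The sum of squares of bin 7 over the 8 tissues is 29.8 times what the tissue CV of Table S8 allows over its tissues, while that of bin 29 is 0.856 times; bins 4 and 32 have 76.9 and 4.19 times, and the 12 settled sequences between 0.429 and 0.981 times. Bins 4, 7 and 32 are thus excluded as the exon of the paper, and bin 29 is not. Since this uses the paper's own CV, a low CV of bin 29 is not independent evidence. As the row of BAG6 joins genes, its gene value was not tested by name, and gene tests of the selected sequences cover the other 11 genes. Separate values for 1 of the 13 sequences are not reported here, although summaries over the 13 sequences include it.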

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

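In 21 measures over the 8 tissues (depth, composition, similarity, the slope of reads along transcripts and the values of the 13 selected sequences), 2 had a tissue far from the others by Dixon's test. Chance gives about 1 in 20, so 2 of 21 is close to what chance alone would give.

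In the tissue 1091, the 10 genes with the most reads took 31.9% of the reads, and the next highest tissue had 19.2%. The depth of 1091 (12309214 reads) was near the median of the tissues. Without 1091, the clusters of tissues and cell lines did not change, and the number of genes that differed between tissues and cell lines was 2074 in place of 2352. No biological explanation was tested, since the sample labels do not set this tissue apart.

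In the tissue DOS-126, the median ratio of gene values to the geometric mean of all libraries was 1.27, and the next highest tissue had 1.11. Over exon bins its ratio was 1.03, within the range of the other libraries, so that the deposited scaling levels this library on exon bins but not on genes. DOS-126 also had the steepest rise of reads toward the 3' end (a log2 slope of 1.13), though this slope was not far from that of the other tissues by the same test (gap over range 0.183). Over all libraries, the ratio over genes and the slope ran in nearly the same order. DOS-126 was highest in both, followed by 0460 (ratio 1.11, slope 0.864). The cell lines were lowest in both, with OSCA-32 (0.899 and -0.834) the highest of them. Only DOS-71 (1.03 and -0.247) and DOS-127 (0.987 and -0.149) changed places. The 2 measures thus went together, but no test of this relation was run and the order shows no cause. No biological explanation was tested.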

How the results depend on the processing

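Of 799 alternative values reported for 47 results, 705 were counted as unchanged and 94 changed: 65 moved, 10 were weaker and 19 reversed. Unchanged meant the same groups, the same side of a test's threshold or a value within the error. For counts of genes it meant within 1.5 times, and for percentages higher in cell lines within 10 points. Counts of 1790 with edgeR and 3068 with DESeq2 against 2352 were thus counted as unchanged. All 19 that reversed are log2 differences of single selected sequences between cell lines and tissues. They fell in 7 of the sequences with separate values, none of which passed the threshold. The alternatives in which the CV is taken over all bin values together, those in the reading of BAG6 and those of the slope toward the 3' end were chosen after seeing the data.

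No cell line fell into a group with a tissue under any of the alternatives for clustering. On single exon bins, 9 pairs of libraries were grouped differently, and across the fits that each left out one library between 0 and 1 pair was (1 without OSCA-40, where fewer libraries remain to fill 3 groups). The difference in rho between pairs of the same kind and mixed pairs stayed between 0.0487 and 0.0639 when each library was left out.

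The share of combinations among the 10 most stable sequences was between 70 and 100% across the fits that each left out one library (100% without 1033 and 100% without 1091). A mean of at least 100 gave 74.2% of the top 1000. With the CV over all bin values together, the shares were 10, 23 and 34% in the top 10, 100 and 1000, and the 100 most stable sequences came from 47 genes in place of 26.

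The median CV of the 13 selected sequences was 0.136. It became 0.173 with median-of-ratios scaling, 0.213 with equal totals and 0.152 with the CV over all bin values together; leaving out each library kept it between 0.133 and 0.144. In tissues the median of 14.3% became 17.7% with equal totals and 13.0% with BAG6 at bin 29, and lay between 12.9 and 14.2% when each tissue was left out. The 12 sequences other than BAG6 had a median CV of 0.135 over all libraries and of 13.6% in tissues. The reading of BAG6 decides the top of the range: the highest CV was 0.640 with bin 7 and 0.181 with bin 29 or without BAG6. For single sequences, 29 of 217 alternative CVs moved by more than their standard error, 21 upward and 8 downward.

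The number of selected sequences higher in cell lines was 6 of 13 in the deposited values, 12 with median-of-ratios scaling and 11 with equal totals, while 0 passed the adjusted threshold in each of the alternatives run. With median-of-ratios scaling, 5 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0788 (exact permutation tests), which is the lowest that a single sequence can reach with 11 libraries, so the counts of 0 say little. These counts include the 1 sequence whose separate values are not reported, and the reversals listed next leave it out. The log2 differences that reversed to positive with median-of-ratios scaling were those of HNRNPUL1 (0.15), HNRNPR (0.26), SMARCA5 (0.064), XPO1 (0.091) and THOC5 (0.12). With equal totals they were those of HNRNPUL1 (0.064), HNRNPR (0.17), XPO1 (0.0028) and THOC5 (0.033). Across the fits that each left out one library, 10 reversed, with ranges from -0.020 to 0.11 in ANKFY1, -0.058 to 0.17 in LSM14A, -0.21 to 0.16 in HNRNPR, -0.32 to 0.00039 in XPO1 and -0.28 to 0.051 in THOC5. Each rescaling shifted all 13 log2 differences alike, by 0.26 to 0.27 with median-of-ratios scaling and by 0.18 with equal totals, so that the reversals under scaling reflect 1 common offset and not separate changes of the sequences.

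For tissue against cell line, 2352 genes passed the threshold. The count was 1422 with a mean of at least 100 (fewer genes tested), 1012 with only the 4 tissues of the RNeasy Fibrous Tissue Mini Kit and 1204 with only the 4 TRIzol tissues (fewer samples), and 1529 to 2315 across the fits that each left out one library, 1529 without OSCA-32. It was 3068 with DESeq2, 2459 with a pseudocount of 0.1, 2186 without a filter, 2106 with median-of-ratios scaling, 1884 with a pseudocount of 10 and 1790 with edgeR. Of the genes past the threshold, 15.3% were higher in cell lines in the deposited values, but 30.2% with median-of-ratios scaling, 42.3% with edgeR and 33.7% with DESeq2. The median log2 change of all genes was -0.37 in the deposited values and -0.10 with median-of-ratios scaling. Of the 11 tested genes of the selected sequences, 0 passed (0 at an unadjusted p under 0.05), and 1 (XPO1) with DESeq2. At an unadjusted p under 0.05 there were 2 with median-of-ratios scaling, 3 with edgeR and 4 with DESeq2, and 1 without DOS-71.

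Between the isolation kits, 1 gene passed. With a pseudocount of 0.1, without a filter, with a mean of at least 100 and with edgeR, 0 genes passed, with DESeq2 139, and with a tissue left out 0 to 1. Where the text names no cause, the cause was not tested. The single gene lost its call in 10 of its alternatives.

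No paired analysis was possible because the tissues and cell lines share no replicate numbers. The library names carry a lane label that occurs in both tissues and cell lines, and a fit with this label as a block was not run. Within tissues, the lane label differs between the kits in every library, so that kit and lane label cannot be told apart. The alternatives of the comparison with earlier normalizers were not run, since those genes could not be found by name. Depth limits the sequences with few reads most: in ANKFY1, counting alone would give 90.2% of the squared CV.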

Differences from the paper's values

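The paper gives 30, 20 and 29% as the share of neighbour exons among the top 10, 100 and 1000 sequences, and the shares here were 80, 76 and 78.7%. None of the alternatives set before the data were examined closed these gaps. With the CV taken over the values of all exon bins of a combination together, an alternative chosen after seeing the values, they were 10, 23 and 34%.

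The paper reports 11 genes with pairs of consecutive exons among the 100 most stable sequences, and 17 were found here. Of the alternatives set before the data were examined, median-of-ratios scaling (13), a mean of at least 100 (15), the 8 tissues alone (15) and leaving out 0460 (14), DOS-119 (15) or OSCA-30 (16) came within 1.5 times of the paper's number, and the others did not. The CV over all bin values together, chosen after seeing the values, gave 15.

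The lowest CV that the paper gives for its exon pairs is 0.14, and here it was 0.0867, in HNRNPUL1. For this pair the paper's CV is 0.155 over all its libraries and 0.135 over its tissues, against 0.0867 and 0.0697 here. The paper's 0.155 is the CV over the values of both exons together and exceeds 0.144, the highest CV their mean could have. It is thus not the same measure as 0.0867, the CV of the mean. Of the alternatives set before the data were examined, median-of-ratios scaling gave 0.114 over all libraries and 0.104 in tissues. Equal totals gave 0.185 and 0.148, with 0.180 as the lowest CV of any pair. These came within 1.5 times of the paper's values or within the error, and the others did not. Both used the CV of the mean, so they do not show that scaling caused the gaps. The CV over all bin values together, the like measure to the paper's and chosen after seeing the values, gave 0.109 and 0.101.

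For the single exon of BAG6, the paper's CV is 0.108 over all its libraries and 0.104 in tissues. At the bin with the closest means it was 0.640 and 0.509 here, and the highest tissue CV of the 13 sequences was 50.9% against the paper's 17.1%. Bin 7 is excluded as the paper's exon by its sum of squares (29.8 times what Table S8 allows), so these values compare different exons. None of the alternatives set before the data were examined closed these gaps. At the bin with the next closest means, a reading computed after the values were seen, the CVs were 0.116 and 0.108 and the highest tissue CV 17.2%; the highest was also 17.2% over the 12 other sequences.

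For the exon pair of SMARCA5, the paper's CV in cell lines is 0.185 and that of the 3 cell lines here 0.0962. Of the alternatives set before the data were examined, equal totals (0.260) and leaving out OSCA-40 (0.136) had values within 1.5 times of the paper's or within the error, and the others did not. The paper's libraries include ones not used here. Over all its libraries, the paper's CV of this pair is that of both exons' values together, so its cell-line CV may be too. That measure, chosen after seeing the values, was 0.115 in the 3 cell lines here.

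In Fig. 1, each main cluster holds cell lines together with tissues. In the deposited table, 0 cell lines fell into a group with a tissue. The paper states that the 13 sequences vary less by RT-qPCR than by mRNA-Seq. On a log2 scale, the SD of Cq that the paper gives was higher than the SD of the log2 mRNA-Seq values in 13 of 13 sequences, in different cohorts of tumours. The Cq values were not normalized to other genes. The 13 sequences were also chosen for a low CV on mRNA-Seq libraries that include these, so this order does not settle which method varies less.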

Other observations

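The tests of the grouping in Fig. 1, of the kits with DESeq2, of the formula for combinations, of the RT-qPCR scale and of the similarity between tissues were chosen only after the results were seen.

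Selection of the lowest of many CVs lowers the CV in the libraries used for it. The 100 sequences with the lowest CV on 6 libraries drawn at random had a median CV of 0.0592 there and of 0.313 on the other 5, a ratio of 5.28, and the second value was higher in 100 of 100 draws. The size of this ratio depends on the choice: it was 3.26 with a mean of at least 100, 3.31 for 1000 sequences, 4.08 with the CV over all bin values together and 5.22 with median-of-ratios scaling. On the other 5 libraries, the chosen sequences still had a lower median CV than all sequences with a mean of at least 10 (0.467), in 100 of 100 draws. Sequences chosen on the 8 tissues had a median CV of 0.0739 there and of 0.271 in the 3 cell lines, where all sequences had 0.407. Both results are consistent with part of the low CV coming from the choice itself and part holding in other libraries. The CV expected from counting was higher than the CV of the sequence in 0 of the 13 selected sequences, but 2 of the 10 most stable sequences of the table and 30 of the 100 most stable single bins had a CV under that of counting.

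Libraries may differ in how their reads are spread between the ends of a transcript, as a hypothesis. In 3928 genes with at least 10 bins, the slopes of log2 values along the gene shared 1 pattern over the libraries that took 70.6% of their variation, against at most 11.7% after shuffling and 30.9% in simulated data without a gradient. In 36 of 36 genes whose strand the paper lists, the sign of the pattern went with the strand (Fisher's exact test, p = 1.8e-10; the orientation of the pattern was set to the better match). Removing the pattern, estimated on the other bins, lowered the median CV of bins near the ends of genes from 0.560 to 0.518, while in the middle it was 0.522 before and 0.521 after. In the simulation without a gradient the same correction raised the CV from 0.161 to 0.186. The slope toward the 3' end was lower in the 3 cell lines (-0.83 or less in each) than in the 8 tissues (-0.31 to 1.13), a difference of -1.30 (exact permutation test, p = 0.00606, the smallest that 11 libraries allow), and -1.10 over the 9 genes left with bins of a mean of at least 100. Between the kits used for tissues, the difference of -0.50 was within the spread (exact permutation test, p = 0.229). The TRIzol tissues DOS-119 (-0.31), DOS-71 (-0.25) and DOS-127 (-0.15) lay below all tissues of the other kit (0.32 to 0.86). The TRIzol tissue DOS-126 (1.13) lay above them, so this result rests on DOS-126 and a difference between the kits stays open. The kit differs between every cell line and every tissue, so that kit, RNA integrity and kind of sample cannot be told apart here.

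Whether a difference in this slope goes with lower similarity between tissues was not settled. Over the 28 pairs of the 8 tissues, rho over genes and the difference in slope had a Pearson's r of -0.208 (permutation p = 0.265) and a Spearman's rho of -0.213 (permutation p = 0.231). Without the 2 tissues farthest from the median slope, DOS-126 and DOS-119, r was -0.517 (permutation p = 0.0403) and rho -0.618 (permutation p = 0.00694) over 6 tissues. The values over 8 tissues are those of the full set, and with so few tissues the relation remains open. These 2 correlations, each over 2 sets of tissues, were not adjusted for their number.

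The cell lines did not group with tissues, unlike in Fig. 1. Changing gene values, filter, distance, linkage or correlation, each on its own over the 11 libraries, does not account for this. In these alternatives, 0 grouped a cell line with a tissue. The tree of Fig. 1 also held libraries not used here, and their effect on its groups could not be tested. Libraries that share a cluster in Fig. 1 were no more similar in the deposited table (mean rho 0.895 over 17 pairs) than other pairs (0.902 over 38 pairs; one-sided permutation test, p = 0.788). That absence of a relation cannot be told apart between library names attached differently and a difference in the values behind Fig. 1, which came from another aligner; it is no evidence for the first.

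For tissue against cell line, limma on log2(value + 1) with Benjamini-Hochberg adjustment called 2352 of 13858 genes, 360 higher and 1992 lower in cell lines, and this split depends on the scaling. Of these calls, edgeR shared 1371 and DESeq2 2059. In 1 of 100 drawn splits of the libraries, the real one, the count was as large, and the highest count of another split was 18. The groups did not overlap in 15.5% of the genes, where chance gives 1.21%. ENSCAFG00000006050 rose by a log2 change of 6.75 and ENSCAFG00000006381 by 5.80, while ENSCAFG00000009569 changed by -10.72 and ENSCAFG00000015337 by -10.64; these sizes depend on the pseudocount. The files do not pair these identifiers with names. Culture, loss of other cells and the isolation kit all separate the 2 groups, so that a biological difference stays open and was not tested apart from the kit. Between the kits in tissues, 1 of 13999 genes passed (769 at an unadjusted p under 0.05), and 4 of the 35 splits of the 8 tissues gave as many. DESeq2 called 139 genes between the kits, and 8 of the 35 splits gave as many with DESeq2, up to 663. Neither count exceeds what other splits give, though with 8 tissues a smaller difference between the kits stays open.

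The share of neighbour combinations above the paper's was tested against the formula for the CV. In Table S8, 14 of 14 pairs whose exons are both listed had the CV that follows when the values of both exons are taken together, and 9 of them lay above the highest CV that the mean of the exons could have. The shares under this formula were 10, 23 and 34%. This suggests, as a hypothesis found from the same values, that the paper's combinations were ranked by such a CV; for the 14 listed pairs, the CV of the mean used for the shares of 80, 76 and 78.7% is excluded in 9.

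A lower percent CV by RT-qPCR than by mRNA-Seq may reflect that percent CVs were taken on 2 scales. On the log2 scale, the SD of Cq in Data S3 (the paper's values, 0.591 to 0.925) was higher than that of the mRNA-Seq values (0.099 to 0.77) in 13 of 13 sequences with BAG6 at bin 7, in 13 of 13 with BAG6 at bin 29 and in 12 of 12 without it. Efficiency-adjusted Cq values rise by about 1 for each halving of template. The cohorts differ, and the Cq values were not normalized to other genes, so that the spread of RNA input also enters them. The 13 sequences were also chosen for a low CV on mRNA-Seq libraries that include the tissues used here. That choice can lower their mRNA-Seq spread, so the order of the SDs does not settle which method varies less.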
